# The modulation of acetic acid pathway genes in *Arabidopsis* improves survival under drought stress

**DOI:** 10.1038/s41598-018-26103-2

**Published:** 2018-05-18

**Authors:** Sultana Rasheed, Khurram Bashir, Jong-Myong Kim, Marina Ando, Maho Tanaka, Motoaki Seki

## Abstract

The *Arabidopsis histone deacetylase 6* (*HDA6*) mutant exhibits increased tolerance to drought stress by negatively regulating the expression of *ALDH2B7* and *PDC1*. Therefore, it was logical to determine if transgenic *Arabidopsis* plants expressing *PDC1* or *ALDH2B7* using a suitable promoter would also exhibit tolerance to drought stress. An analysis of published microarray data indicated the up-regulation of the *TSPO* gene, which encodes an outer membrane tryptophan-rich sensory protein (TSPO), by drought stress. RT-qPCR, as well as GUS analysis of the promoter, confirmed the up-regulation of *TSPO* by drought stress in *Arabidopsis* roots and shoots. Thus, the *TSPO* promoter was used to drive drought-responsive expression of *ALDH2B7* and *PDC1*. RT-qPCR analysis confirmed that the expression of *PDC1* and *ALDH2B7* was up-regulated, relative to WT plants, by drought stress in homozygous *pTSPO-PDC1* and *pTSPO-ALDH2B7* plant lines. *pTSPO-ALDH2B7* and *pTSPO-PDC1* transgenic lines showed prolonged survival under drought stress. Microarray analyses revealed transcriptomic changes related to metabolism in *pTSPO-PDC1* plants, indicating that selective regulation of metabolism may occur; resulting in the acquisition of drought stress tolerance. These results confirmed that *TSPO* promoter can be used to elevate the expression of acetic acid biosynthesis pathway genes; ensuring prolonged survival under drought stress in *Arabidopsis*.

## Introduction

Drought stress negatively impacts photosynthesis and plant growth and can ultimately result in reduced crop yield and enormous economic losses. As a result, the development of drought tolerant crops has received great attention and aims to mitigate the deleterious effects associated with drought stress on crop production. The molecular response to drought stress has been comprehensively characterized^1,2^, including the transcriptomic changes that occur in roots and shoots of soil grown, drought-stressed *Arabidopsis* plants^3,4^. These various analyses led to the identification of genes that are putatively involved in plant response to drought stress. Therefore, these data could be potentially utilized to genetically engineer drought tolerant plants by transforming plants with novel combinations of genes and promoters. In this regard, *Arabidopsis histone deacetylase 6 (HDA6)* mutants are tolerant to drought stress^5,6^. HDA6 negatively regulates the expression of *PDC1* & *ALDH2B7*, as indicated by the up-regulated expression of *PDC1* and *ALDH2B7* in the *hda6* mutant^5^.

In *Arabidopsis*, *PDC1* and *ALDH2B7* genes have functional roles in the acetic acid fermentation pathway (Fig. 1). Pyruvate dehydrogenase (PDH) converts pyruvate into the Acetyl-Co enzyme A (Acetyl-CoA) and is termed the PDH pathway. Acetyl-CoA can also be synthesized by an alternative pathway in which PDH is bypassed. In this case, PDC proteins convert pyruvate to acetaldehyde, which is subsequently converted to acetate by ALDH enzymes^7,8^. The PDC family in *Arabidopsis* is comprised of 4 members (PDC1, PDC2, PDC3 & PDC4). PDC proteins convert pyruvate to acetaldehyde, and thus contribute to ethanol fermentation, as well as acetic acid production. PDC1 is 607 amino acids in length and is predicted to localize to the cytoplasm; although its localization has not been verified. Among the other PDC proteins in *Arabidopsis*, PDC1 shares 89% homology with PDC4, 88% with PDC3, and 82% with PDC2. *Arabidopsis* PDC proteins have been reported to play a role in ethanol fermentation^9,10^. Their role in acetate production through a PDH independent pathway, however, has never been verified or comprehensively discussed.

**Figure 1:**
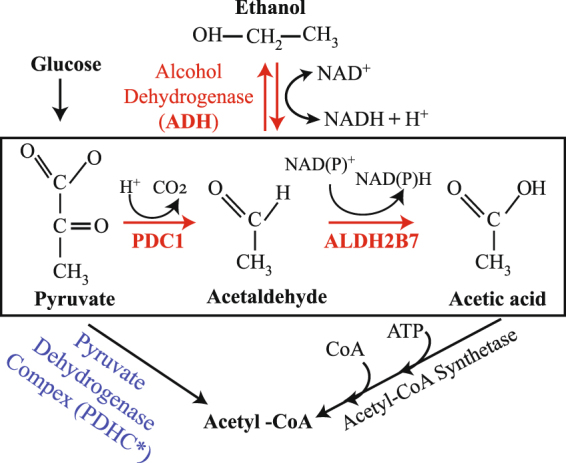
The acetic acid biosynthesis pathway in plants. Pyruvate is converted to acetaldehyde by PDC1 and the resultant acetaldehyde is converted to acetic acid by ALDH2B7. Acetaldehyde may also be converted to ethanol and *vice versa*. According to *Rasheed et al*. (2016a), genes shown in red were up-regulated in response to drought stress, while the genes shown in blue were down-regulated. *The expression of only the mitochondrial PDH-E1 alpha (*AT1G01090*) and beta (*AT1G30120*) subunits decreased significantly in response to drought stress.

The aldehyde dehydrogenase (ALDH) superfamily is a diverse family of proteins controlling aldehyde metabolism. ALDH enzymes convert aldehydes to their corresponding carboxylic acids utilizing NAD^+^ or NADP^+^ as a cofactor to yield NADH or NADPH. In contrast to PDC family proteins, which are confined to plants and fungi, the ALDH family is ubiquitous in prokaryotic and eukaryotic organisms; including plants^11^. Aldehyde compounds play an essential role in several catabolic and biosynthetic pathways and also contribute to the maintenance of the cellular redox balance^8,11–13^. Plant ALDHs perform a diverse array of functions in many catabolic and biosynthetic pathways, including amino acid metabolism, glycolysis, and carnitine biosynthesis^8,11,12^. In plants, several studies have reported the up-regulation of *ALDH* genes in response to a variety of stress conditions. Overexpression of *ALDH* genes can increase stress tolerance^14,15^. In general, the expression of *ALDH* genes in *Arabidopsis* is not regulated by anoxia. Rather, the expression of *ALDH2B7* is up-regulated in response to ABA application and dehydration; suggesting that ALDH may play a role in aerobic detoxification of acetaldehyde. Additionally, in response to stress, ALDH activity may occur independent of ethanol fermentation^9^.

Microarray analyses have indicated that the expression of *PDC1* and *ALDH2B7* are up-regulated by drought stress. These data, combined with the drought tolerant phenotype exhibited by the *hda6* mutant and the enhanced drought tolerance that is induced by the exogenous application of acetic acid^5^, strongly suggest that plants expressing *PDC1* or *ALDH2B7* under the control of a suitable promoter could significantly enhance drought stress tolerance.

In order to be of practical utility, drought tolerant plants should not exhibit any undesirable phenotypes^16,17^. Avoiding undesirable, non-target, responses could be achieved by regulating the expression of genes that convey drought tolerance through the selection of a promoter that regulates the desired genes in a strict spatial and temporal manner. In this case, an ideal promoter should induce gene expression in roots and shoot organs specifically in response to drought stress, particularly during the early phase of drought stress. An analysis of recent microarray data indicated that the expression of a gene encoding a tryptophan-rich sensory protein (*TSPO*) is significantly up-regulated in roots and shoots during early drought stress^3^. TSPOs are small ubiquitous transmembrane proteins that are found in prokaryotes, plants, animals, and humans^18^. *Arabidopsis* TSPO localizes to the Golgi apparatus and the expression of the *TSPO* gene, as well as the accumulation of the protein, is strictly regulated by abiotic stresses and ABA^19–21^. These data indicate that the *TSPO* promoter could potentially be utilized for regulating genes in transgenic plants that convey drought tolerance. Thus, transgenic *Arabidopsis* plants expressing *PDC1* or *ALDH2B7* genes under the control of the *TSPO* promoter (*pTSPO*-*PDC1* or *pTSPO*-*ALDH2B7*) were developed. The resulting transgenic plants exhibited a significant increase in drought stress tolerance. These results demonstrate that the elevated expression of acetic acid biosynthesis pathway genes using a *TSPO* promoter can significantly enhance drought stress tolerance in *Arabidopsis* plants.

## Results

### Analysis of drought-inducible expression of *PDC1*, *ALDH2B7*, and *TSPO* genes

In *Arabidopsis*, previously generated microarray data related to drought stress response were analyzed in order to evaluate the expression of the *PDC* and *ALDH* gene family^3^ (Table 1). Among the 14 members of the *Arabidopsis* ALDH genes, expression of *ALDH2B7* was up-regulated during the 5^th^ to 9^th^ day in roots following a drought stress treatment, expression of *ALDH7B4* and *ALDH10A8* was up-regulated during the 7^th^ to 9^th^ day, and the expression of *ALDH2B4* was up-regulated only on the 9^th^ day. In shoots, the expression of *ALDH2B4*, *ALDH2B7*, and *ALDH7B4* was also significantly up-regulated in response to drought stress. ALDH2B4 and ALDH2B7 are predicted to localize to mitochondria, while ALDH7B4 is a cytosolic enzyme (Table 1). ALDH2B4 and ALDH2B7 are also phylogenetically related to each other; resulting in a subclade with ALDH2C4 (Fig. S1). The expression levels of *ALDH2B4* and *ALDH2B7* were both significantly up-regulated in root tissue by drought stress, however, the up-regulation of *ALDH2B7* occurred much earlier than *ALDH2B4*. RT-qPCR analysis further confirmed that *ALDH2B7* expression is significantly up-regulated in roots and shoots of WT plants in response to drought stress (Fig. 2).

**Table 1:** Expression profile of *ALDH* and *PDC* gene family members in *Arabidopsis*.

Gene	Name	Localization	Root (Fold change)				Shoot (Fold change)			
			3d	5d	7d	9d	3d	5d	7d	9d
***ALDH*** **Gene Family (Total 14 members in** ***Arabidopsis*** **)**										
*AT3G24503*	*ALDH2C4*	Cytoplasm^1^	1.56	1.09	1.00	1.74	1.01	1.00	1.00	1.00
*AT3G48000*	*ALDH2B4*	Mitochondria^1^	0.95	1.17	1.90	**3.45**	0.99	0.93	1.27	**2.53**
*AT1G23800*	*ALDH2B7*	Mitochondria^1^	1.47	**2.37**	**4.10**	**7.06**	1.12	1.23	1.58	**3.11**
*AT4G34240*	*ALDH3I1*	Chloroplast^1^	0.91	1.10	0.89	0.94	1.17	0.98	0.74	0.74
*AT1G44170*	*ALDH3H1*	Cytoplasm^1^	0.93	0.75	0.62	0.75	1.24	1.28	1.29	1.20
*AT4G36250*	*ALDH3F1*	Cytoplasm^1^	0.88	1.31	1.34	1.40	0.91	0.96	0.92	0.34
*AT1G79440*	*ALDH5F1*	Mitochondria^1^	0.87	0.87	0.99	1.33	1.09	1.05	0.86	0.90
*AT2G14170*	*ALDH6B2*	Mitochondria^1^	0.79	0.55	0.33	0.34	1.04	1.10	1.09	1.13
*AT1G54100*	*ALDH7B4*	Cytoplasm^1^	1.26	1.58	**2.13**	**3.34**	1.65	**2.77**	**9.11**	**23.96**
*AT1G74920*	*ALDH10A8*	Plastid^2^	1.05	1.69	**2.58**	**2.68**	1.08	1.07	1.18	1.07
*AT3G48170*	*ALDH10A9*	Peroxisomes^2^	0.99	1.11	0.95	1.21	1.06	1.02	1.02	1.27
*AT2G24270*	*ALDH11A3*	Cytoplasm^2^	1.13	1.01	1.02	0.99	0.75	0.78	0.81	0.74
*AT5G62530*	*ALDH12A1*	Mitochondria^1^	0.95	0.75	1.07	1.83	0.89	1.13	0.94	1.63
*AT3G66658*	*ALDH22A1*	Cytoplasm^1^	1.00	1.03	0.84	0.76	1.00	0.91	0.71	0.41
***PDC*** **Gene Family (4 members in** ***Arabidopsis*** **)**										
*AT4G33070*	*PDC1*	Cytoplasm^3^	1.74	**4.38**	**7.92**	**10.71**	1.19	1.16	**2.52**	**3.95**
*AT5G54960*	*PDC2*	Cytoplasm^3^	0.93	1.42	1.58	**2.14**	0.94	0.94	0.71	1.45
*AT5G01330*	*PDC3*	Plastid^3^	1.42	1.24	0.47	0.13	0.80	0.74	0.60	0.64
*AT5G01320*	*PDC4*	Cytoplasm^3^	1.00	1.07	0.77	0.70	0.93	0.95	0.76	0.57
***TSPO*** **Gene**										
*AT2G47770*	*TSPO*	Golgi network^4^	8.46	**57.68**	**167.7**	**364.6**	**6.73**	**31.34**	**861**	**1746**

^1^As reviewed^12^.

^2^As described previously^13^.

^3^*In silico* prediction as determined during current studies using SUBA–the Arabidopsis Subcellular Database: suba3.plantenergy.uwa.edu.au.

^4^As described previously^20,21^.

Microarray data (Rasheed *et al*.^3^) were analyzed to determine changes in the expression of *ALDH* and *PDC* family genes. Values shown in bold are significantly up-regulated according to FDR < 0.1, fold change >2.

**Figure 2:**
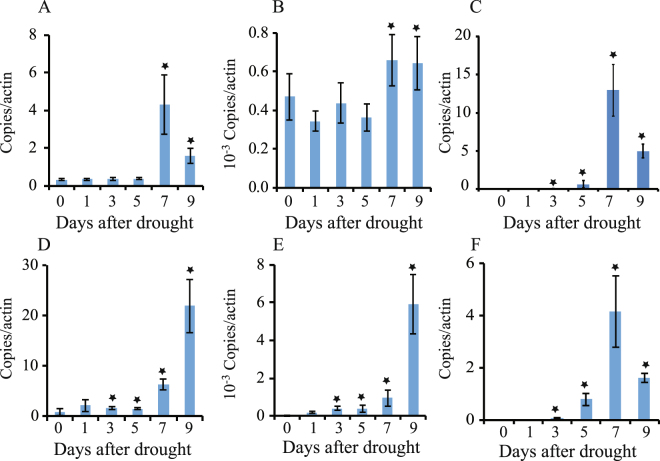
RT-qPCR confirmation of up-regulation of *ALDH2B7*, *PDC1*, and *TSPO* in response to drought stress in WT plants. (**A**) Expression of *PDC1*, (**B**) *ALDH2B7*, and (**C**) *TSPO* in shoots of *Arabidopsis* plants grown in ceramics soil. (**D** Expression of *PDC1*, (**E**) *ALDH2B7*, and (**F**) *TSPO* in roots of *Arabidopsis* plants grown in ceramics soil. An asterisk above a column indicates that the value is significantly different from day 0 based on a t-test (p < 0.05). n = 3.

Among the 4 members of *Arabidopsis* PDC family, expression of *PDC1* was significantly up-regulated in roots and shoots in response to drought stress, while the expression of *PDC2* in roots was only slightly up-regulated on the 9^th^ day after drought stress (Table 1). The expression of *TSPO* was similarly up-regulated in roots and shoots by drought stress (Table 1). RT-qPCR analysis further confirmed the up-regulation of *PDC1, ALDH2B7 *and *TSPO* in roots and shoots in response to drought stress (Fig. 2).

### GUS analysis of *TSPO* and *PDC1* promoter activity

In *Arabidopsis*, *TSPO* is a small, intronless gene located on chromosome 2 (Fig. S2A). In contrast, *PDC1* contains 5 exons, while *ALDH2B7* is composed of 11 exons (Fig. S2B,C). A 1.4 kb promoter sequence upstream of the *ATG* start codon of *TSPO* was used to drive the expression of *uidA* which allowed for subsequent analysis by GUS staining (Fig. S2D). Although the GUS expression driven by *TSPO* promoter was not detected during vegetative growth under normal growth conditions (Fig. 3A,B), analysis of four independent transgenic lines revealed expression during the early to late stages of flowering in anthers, ovaries, and the tips of siliques (Fig. 3C,D). GUS analysis of the *TSPO* promoter confirmed that *TSPO* expression is significantly up-regulated in roots and shoots beginning at day 3 of a drought stress treatment. Up to the 5^th^ day of the drought stress treatment, GUS staining was evident in young leaves and also surrounding the vascular tissue (Fig. 4A–D). GUS expression was visible in all leaves by the 7^th^ day of the drought stress treatment. GUS localization was also observed in root tissue, however, the GUS staining was weak in relative comparison to the staining in shoot tissue (Fig. 4C–E). These results demonstrated that the *TSPO* promoter is a good candidate to regulate the gene expression in a drought-specific manner.

**Figure 3:**
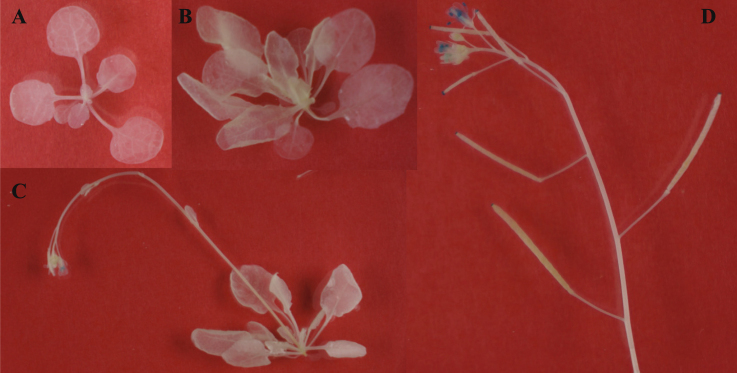
Changes in the expression of *TSPO* during different developmental stages of *Arabidopsis*. (**A**) 2, (**B**) 3, (**C**) 5, and (**D**) 7 weeks after sowing.

**Figure 4:**
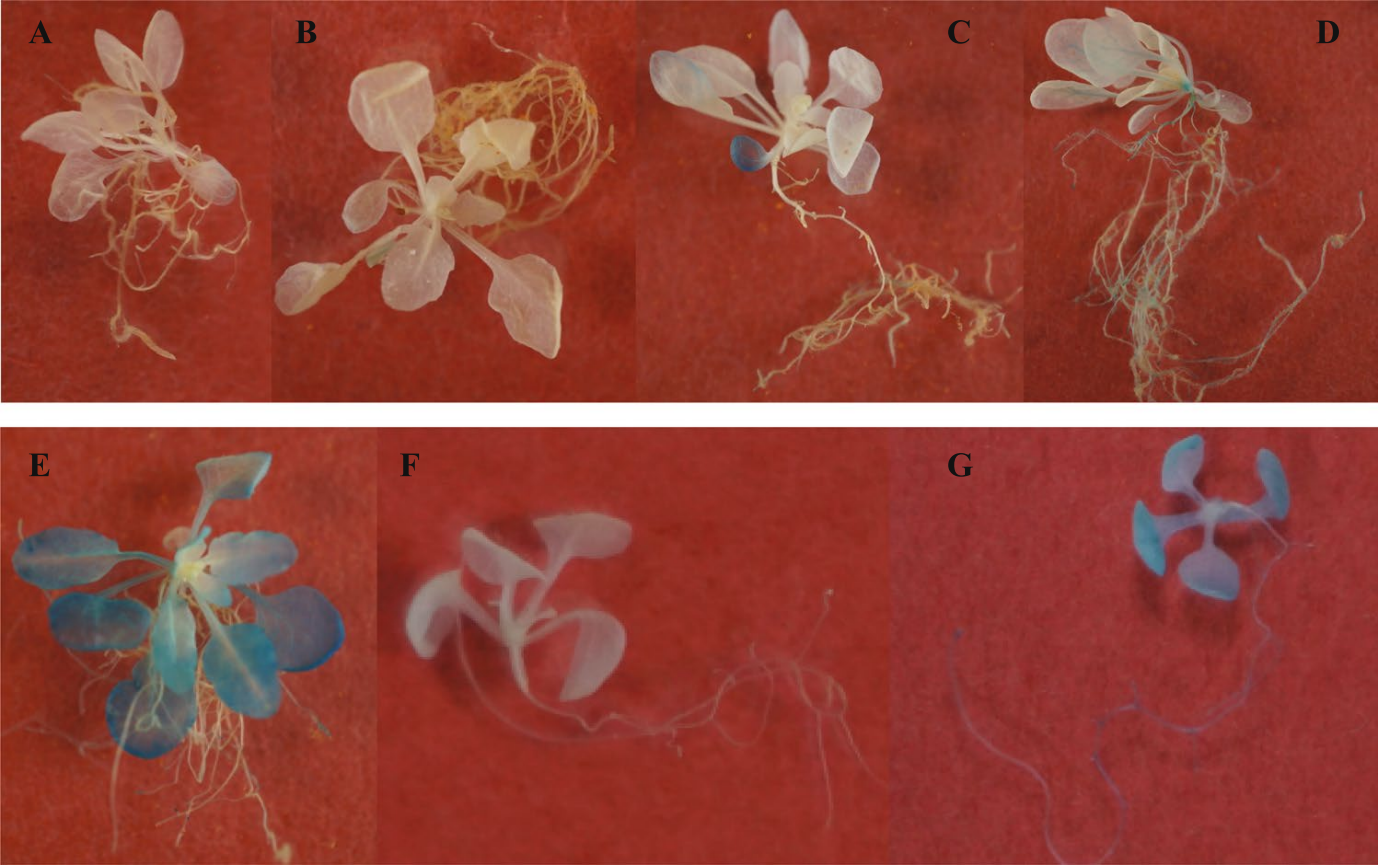
Analysis of *TSPO* and *PDC1* promoter driven *GUS* expression. (**A**–**E**) *TSPO* promoter driven *GUS* expression in plants grown in ceramic-based granular soil at (**A**) 0, (**B**) 1, (**C**) 3, (**D**) 5, and (**E**) 7 days after the initiation of the drought stress treatment. Plants were grown in a ceramic-based granular soil. (**F**,**G**) *PDC1* promoter of *GUS* expression in non-stressed and drought stressed plants grown on MS. (**F**) non-stressed, control plants (**G**) plants removed from the MS medium and subjected to 2 h of exposure to dry air in a laminar airflow cabinet.

GUS localization driven by the *PDC1* promoter was not observed in ten days-old plants growing on MS medium. In contrast, however, strong GUS localization was observed in roots and shoots two hours after plants were subjected to a dry air treatment by uprooting the plants and placing them in a laminar flow cabinet. These data indicate that the expression of *PDC1* is readily induced by drought stress (Fig. 4F,G).

### Localization of PDC1:GFP

*In silico* analysis indicated that PDC1 localizes to the cytoplasm, however, its localization has not been verified. Therefore, to confirm its localization, four independent transgenic lines expressing *PDC1* fused to *GFP* under the control of 1.9 kb *PDC1* promoter sequence were analyzed. Results confirmed that PDC1 localizes to the cytoplasm of *Arabidopsis* root cells (Fig. 5A–F). As shown in Table 1, ALDH2B7 is reported to localize to mitochondria^12^. These data suggest that PDC1 converts pyruvate into acetaldehyde in the cytoplasm, which may then be transferred to mitochondria where acetaldehyde is converted to acetate by ALDH2B7.

**Figure 5:**
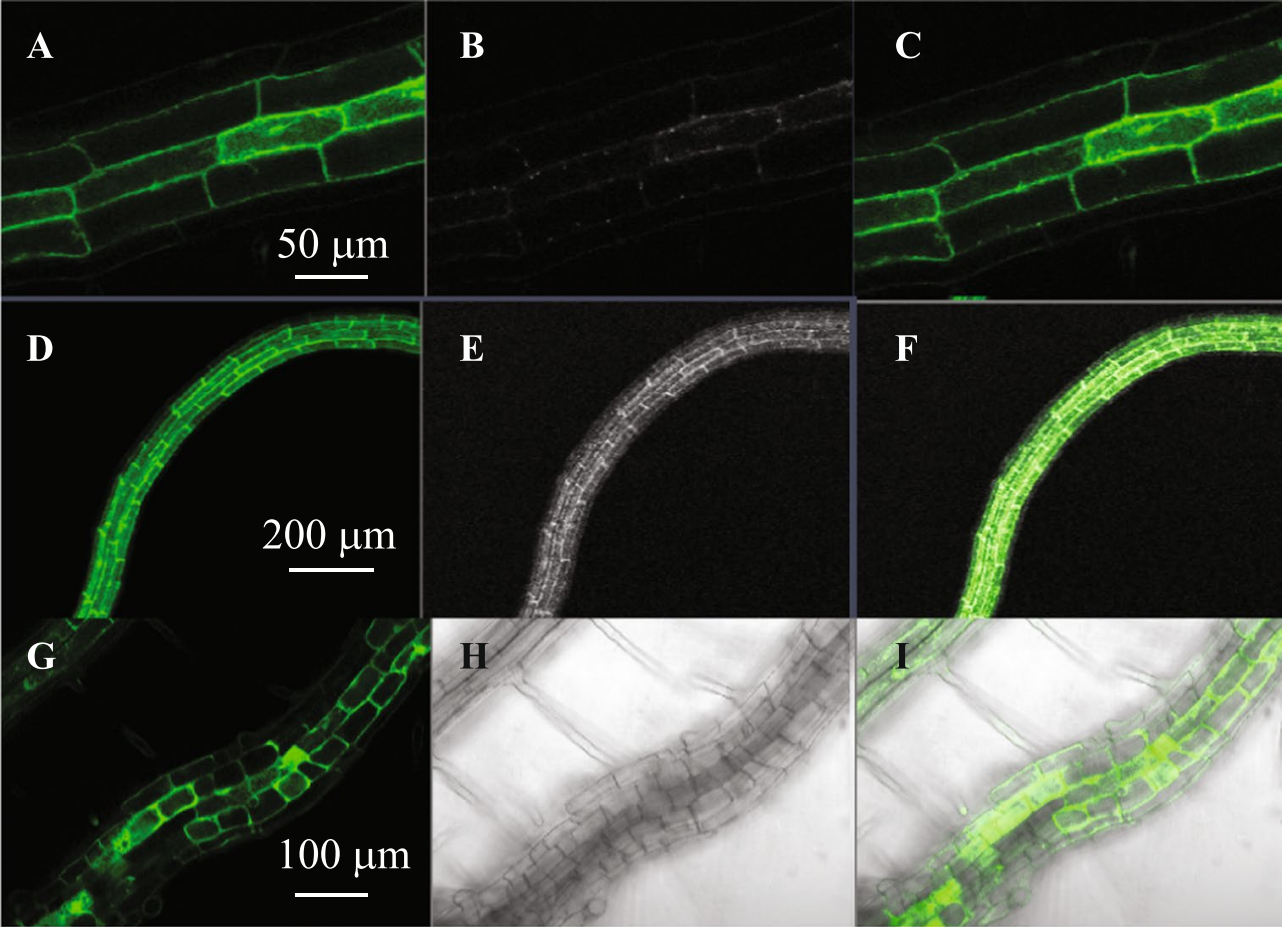
Localization of PDC1 in *Arabidopsis* roots. Localization of PDC1p:PDC1::GFP in *Arabidopsis* roots (**A**,**D**) GFP fluorescence, (**B**,**E**) transverse image, (**C**,**F**) image overlay of PDC1:GFP homozygous lines (**G**) GFP fluorescence, (**H**) transverse image, (**I**) image overlay of sGFP only lines.

### *TSPO* promoter driven expression of *PDC1* and *ALDH2B7* in transgenic plants

To characterize the effect of the *TSPO* promoter *in planta*, a total of nine *pTSPO-PDC1* and seven *pTSPO-ALDH2B7* homozygous transgenic lines were developed. Initial evaluation of *PDC1* and *ALDH2B7* expression driven by the *TSPO* promoter, and drought tolerance in the transgenic lines, reduced the number to five *pTSPO-ALDH2B7* and four *pTSPO-PDC1* lines (Data not shown). Under normal growth conditions, the expression of *TSPO* is very low and the expression of both *PDC1* and *ALDH2B7* driven by the *TSPO* promoter was also low under normal growth conditions (Fig. 6A,B). After analyzing expression under normal growth conditions, the transgenic lines were subsequently grown in ceramic granular soil and subjected to a simulated drought stress. RT-qPCR analysis demonstrated that the expression of *PDC1* and *ALDH2B7* in the transgenic lines was specifically up-regulated by drought stress, relative to their expression in WT plants (Fig. 6).

**Figure 6:**
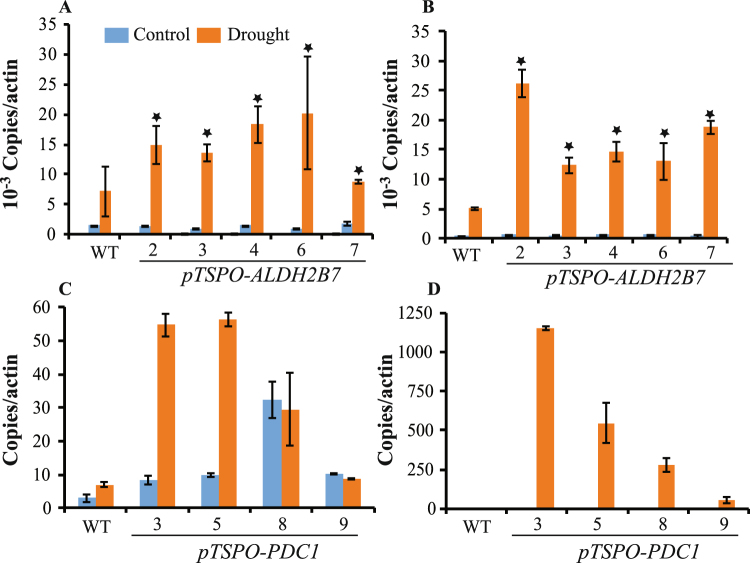
Confirmation of *PDC1* or *ALDH2B7* expression in transgenic lines of *Arabidopsis*. (**A**,**B**) Expression of *ALDH2B7* in transgenic lines (**A**) root and (**B**) shoots. (**C**–**D**) Expression of *PDC1* in transgenic lines (**C**) root and (**D**) shoots. An asterisk above a column indicates that the value is significantly different from WT plants based on a t-test (p < 0.05). n = 3.

In *pTSPO-ALDH2B7-2*, 3, 4, 6, and 7 transgenic lines, *ALDH2B7* expression in roots and shoots of lines was comparable to WT plants under normal, non-stress conditions. In contrast, the expression of *ALDH2B7* was significantly higher in the roots and shoots of these lines, relative to their expression in WT plants, seven days after the plants were subjected to drought stress (Fig. 6A,B). These results demonstrate that the *TSPO* promoter can be effectively used to regulate gene expression in a drought-specific manner.

The expression of *PDC1* was also significantly higher in *pTSPO-PDC1* transgenic lines (*pTSPO-PDC1-3*, *pTSPO-PDC1-5*, *pTSPO-PDC1-8*, *pTSPO-PDC1-9*), relative to WT plants, in response to drought stress. In these lines, the expression of *PDC1* in roots was also higher in transgenic plants compared to the expression of these genes in WT plants; even under non-stress conditions (Fig. 6C).

### *pTSPO-PDC1* or *pTSPO-ALDH2B7* transgenic plants exhibit higher survival ratio under drought stress conditions

Different homozygous transgenic lines harboring *pTSPO-PDC1* or *pTSPO-ALDH2B7* were selected and subjected to a drought stress treatment. Three transgenic lines (*pTSPO-ALDH2B7-4*, *pTSPO-ALDH2B7-6*, and *pTSPO-ALDH2B7-7*) expressing *ALDH2B7* under the control of the *TSPO* promoter exhibited a significantly higher survival ratio, relative to WT plants, in response to the drought stress treatment (Fig. 7A,B). Similarly, transgenic lines expressing *pTSPO-PDC1* under control of the *TSPO* promoter also exhibited significantly higher survival ratio, relative to WT plants, under drought stress treatment (Fig. 7C,D). Importantly, no significant phenotypic changes, other than higher survival ratio under drought stress conditions, were observed in transgenic plants. The fresh weight of roots and shoots of plants expressing *PDC1* or *ALDH2B7* was comparable to WT plants when grown in ceramics granular soil (Fig. S3).

**Figure 7:**
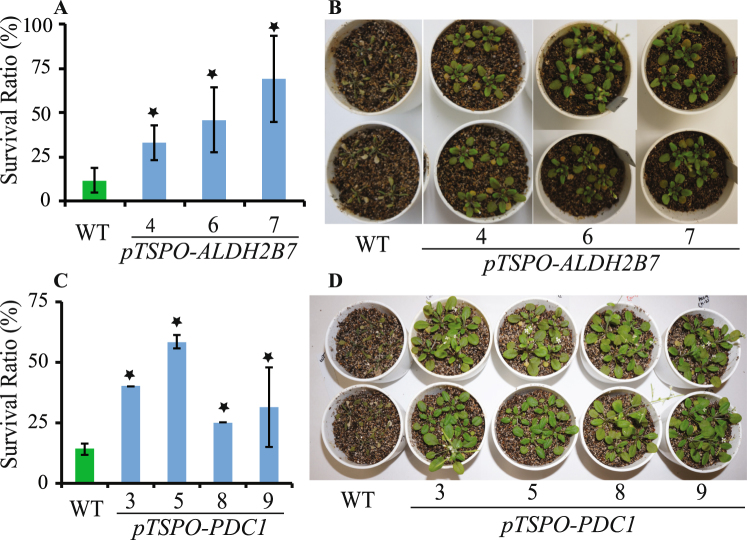
*pTSPO-ALDH2B7* or *pTSPO-PDC1* transgenic lines exhibit improved survival ratio under drought stress. (**A**) Survival ratio of *pTSPO-ALDH2B7* lines. (**B**) WT and transgenic plants were re-watered after exposure to 15 days of drought stress (water withheld). (**C**) Survival ratio of *pTSPO-PDC1* lines. (**D**) WT and transgenic plants were re-watered after exposure to 15 days of drought stress (water withheld). An asterisk above a column indicates that the value is significantly different from WT plants based on a t-test (p < 0.05). n = 4.

### Microarray Analysis

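Shoots of WT plants and of *pTSPO-PDC1* line 5 were taken after 11 days without water, starting 2 weeks after germination, or from plants that stayed watered. RNA (400 ng) from each of 3 biological replicates per group was labeled with Cy3 and hybridized to 1 array each, giving 12 arrays in 4 groups. The custom Agilent array carries 53459 spots that are not controls, holding 52586 different 60-base probes, of which 32892 are named after 32788 *Arabidopsis* loci. The scanner software (Feature Extraction) found the spots, subtracted the local background, removed spatial trends and put a small substitute value where a spot did not rise above background. Between 50.7% and 59.1% of spots per array were marked well above background, with a median of 53.6%, and no spot was saturated. From there, the processed signals were put on a log2 scale and quantile-normalized between the 12 arrays, as the methods of the paper state. Probes marked well above background on at least 3 arrays were kept, which left 30403 probes and 22307 genes, each gene represented by its brightest probe. The 4 groups were compared in 1 fit with limma, and a gene was called up- or down-regulated at an adjusted p (Benjamini-Hochberg over the probes of a comparison) below 0.05 and a fold change of at least 2. The number of arrays limits the precision, since 3 arrays against 3 allow 10 splits and an exact permutation p of 0.1 at the lowest. Where 1 or more arrays of a group were not well above background for a gene, the fold is given as a lower bound, with these arrays placed at least at the lowest normalized value marked well above background on each, and no fold is given where the higher group was not above background on all 3 arrays. The WT control and *pTSPO-PDC1* control arrays and 2 WT drought arrays lay on 1 slide, and the third WT drought array and all *pTSPO-PDC1* drought arrays lay on the other.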

Microarray analysis was performed to reveal the transcriptomic changes in *pTSPO-PDC1* plants under control and drought stress conditions compared to WT plants. 

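Among the 22307 genes tested, 781 were up-regulated in WT plants under drought stress, and in 213 of them 1 of the groups was not above background on any array. *NUDT24* (AT5G19470) rose by a log2 fold change of 6.48 (standard error 0.68, adjusted p = 3.3e-04), and *AFP1* (AT1G69260) by 4.37 (standard error 0.31, adjusted p = 8.7e-05). The 3 drought arrays did not overlap with the 3 control arrays for 765 of the 781 genes, a separation that chance gives for 10% of genes and that 51.1% of all tested genes showed. In *pTSPO-PDC1* plants, 1099 genes were up-regulated under drought stress. The 2 lists shared 523 genes, or 67.0% of the WT list, where random lists of these sizes would share 38.5. Leaving out each array in turn gave 628 to 864 genes in WT plants and 971 to 1167 in *pTSPO-PDC1* plants. Of the other settings that kept the 2-fold threshold, a different background correction (normexp) moved the WT number most, to 304, with 283 genes shared.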

In WT plants, a total of 745 genes were significantly up-regulated in response to drought stress; among which, 499 genes were also up-regulated in *pTSPO-PDC1* (Fig. 8A). A total of 795 genes were down-regulated in WT plants under drought stress; among which, 673 were also down-regulated in *pTSPO-PDC1* plants under drought stress conditions (Fig. 8B). 

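Under drought stress, 836 genes were down-regulated in WT plants and 1224 in *pTSPO-PDC1* plants, and 744 genes were in both lists. These make 89.0% of the WT list, where 45.9 shared genes would come from random lists. Between 699 and 920 genes were down-regulated in WT plants with 1 array left out. Over the 2671 genes called in at least 1 genotype, the log2 fold changes of the 2 genotypes had the same sign for 2609. Pearson's r across these genes was 0.918 and Spearman's rho 0.865, and genes are not independent replicates. The *pTSPO-PDC1* response regressed on the WT response through 0 had a slope of 1.19 (SD 0.057 over the 3 *pTSPO-PDC1* drought arrays), which depends on the choice of genes: it was 1.12 over the 1617 genes called in WT plants and 1.28 over the 2323 called in *pTSPO-PDC1* plants. With slide as a block in the fit, 767 genes were down-regulated in *pTSPO-PDC1* plants, 469 of them in WT plants too.

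**Figure D1:**
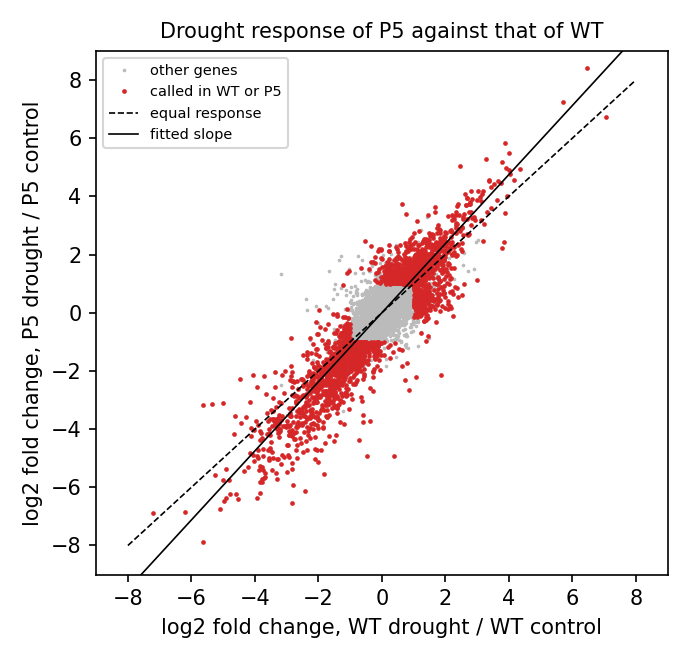
Log2 fold change under drought stress in WT plants (horizontal axis) and in *pTSPO-PDC1* plants (vertical axis), 1 point per gene. Genes called in at least 1 genotype are red and the other genes grey. The dashed line marks equal responses and the solid line the slope of 1.19 fitted to the red points.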

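Between well-watered *pTSPO-PDC1* and WT plants, 51 genes were up-regulated and 29 down-regulated, and 258 and 136 genes passed 2-fold at an unadjusted p below 0.05. For all 80 called genes the 3 arrays of one genotype lay above or below the 3 of the other, which 23.3% of all tested genes showed. In 22 of the up-regulated and 12 of the down-regulated genes, 1 genotype was not above background on any array. AT5G54450 had the largest log2 fold change, 4.99 (standard error 0.34, adjusted p = 3.5e-04, at least 5.92-fold higher). *MAF5* (AT5G65080) fell most, with a log2 fold change of -3.30 (standard error 0.29, adjusted p = 0.0013, 9.83-fold lower). The number of up-regulated genes ranged from 25 to 88 when single arrays were left out, being 25 without *pTSPO-PDC1* control replicate 2 and 88 without *pTSPO-PDC1* control replicate 1. The methods' own test (an analysis of variance over the 4 groups and Tukey's test, both adjusted) called 16 up-regulated and 7 down-regulated genes, and a fit on these 2 groups alone called 13 and 7.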

In *pTSPO-PDC1* plants grown under control conditions, 171 genes were significantly up-regulated compared to WT plants grown under similar conditions. Among these, 78 genes were also up-regulated in WT plants under drought stress conditions (Table S1). 

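Of the 51 genes up-regulated in well-watered *pTSPO-PDC1* plants, 29 were among the 781 genes up-regulated by drought stress in WT plants, or 56.9%, where random lists would share 1.79. Both comparisons use the same 3 WT control arrays, so that an array low by chance raises a gene in both. In 30 simulations all arrays, controls included, were drawn around the WT control means with independent noise per probe. The drought changes of WT plants were added to the simulated drought arrays. In the simulated group without changed genes, the 51 highest genes shared 9.57 genes on average (range 4 to 17) with the drought lists. These lists held 957 genes on average, and 9.00 genes (range 4 to 17) were shared with the 781 highest of each list. Such noise leaves out deviations that many genes share on a real array. The range therefore does not bound the overlap that shared controls could give. The overlap was 10 genes without *pTSPO-PDC1* control replicate 3 and 48 without *pTSPO-PDC1* control replicate 1. It was 16 genes with no filter on dim probes and 0 with the normexp background correction, under which 20 genes were up-regulated.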

Heatmap analysis highlights the expression changes in WT and transgenic plants under control and drought stress conditions (Fig. 8C,D). 

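Each gene's mean in WT control plants was subtracted to compare the 4 groups over the called genes. For the 51 genes up-regulated in well-watered *pTSPO-PDC1* plants, the median log2 level was 1.65 in that group, 1.33 in droughted WT plants and 1.68 in droughted *pTSPO-PDC1* plants. For the 29 down-regulated genes the medians were -1.43, 0.24 and -0.50 in the same order. Genes called between the droughted groups gave another picture, with medians of 3.23, -0.05 and 3.18 for the 13 up-regulated genes and of 0.41, 0.35 and -1.22 for the 17 down-regulated genes. These medians describe genes chosen on the same arrays and carry no test.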

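In droughted *pTSPO-PDC1* plants, 13 genes were up-regulated and 17 down-regulated compared to droughted WT plants. At an unadjusted p below 0.05 and 2-fold, the numbers were 89 and 94. All 30 called genes had arrays that did not overlap between genotypes, as did 17.4% of all tested genes, against 10% by chance. All 13 up-regulated genes were up-regulated in well-watered *pTSPO-PDC1* plants as well. They were *PDC1*, *ERF71*, *NDB4*, *ALG3*, *QQS*, *SADHU3-1*, *SADHU3-2*, AT5G09570, AT2G21640, AT5G51440, AT2G03130, AT5G54420 and AT5G54450. All *pTSPO-PDC1* drought arrays lie on 1 slide and 2 of the 3 WT drought arrays on the other. With slide as a block, 17 genes were up-regulated and 15 down-regulated, among them 7 of the 13 (*PDC1*, *ALG3*, *SADHU3-2*, AT5G09570, AT2G21640, AT5G54420 and AT5G54450) and 8 of the 17; *ERF71*, *NDB4*, *QQS*, *SADHU3-1*, AT5G51440 and AT2G03130 were not called (adjusted p from 0.055 to 0.15). Leaving out single arrays gave 10 to 18 up-regulated and 9 to 21 down-regulated genes, with 9 down-regulated without *pTSPO-PDC1* drought replicate 2. The largest decrease was in *YUC9* (AT1G04180), with a log2 fold change of -4.68 (standard error 0.51, adjusted p = 0.0060). *SADHU3-2* (AT3G42658) was higher in *pTSPO-PDC1* plants by 3.86 under control conditions (standard error 0.31, adjusted p = 7.0e-04) and by 3.02 under drought stress (standard error 0.31, adjusted p = 0.0036).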

A total of 63 genes were up-regulated in *pTSPO-PDC1* plants compared to WT plants under drought stress. In comparison to WT plants, the expression of *PDC1* was higher in *pTSPO-PDC1* plants under control and drought stress conditions (Table 2). These also included several genes that are involved in signaling (Such as *ERF71*) and are related to alternate respiratory pathways (such as *NDB3* and *NDB4*). 

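The array has 1 *PDC1* probe (AT4G33070), whose normalized log2 signal was 7.84 ± 0.19 (SD, n = 3 arrays) in well-watered and 8.53 ± 0.03 (SD, n = 3) in droughted *pTSPO-PDC1* plants. In WT plants it was 3.72 ± 0.27 (SD, n = 3) and 3.56 ± 0.79 (SD, n = 3), with 0 of 3 control and 1 of 3 drought arrays well above background. The log2 fold change under control conditions was 4.12 (standard error 0.32, adjusted p = 7.0e-04 from limma), which is at least 14.9-fold higher. Under drought stress it was 4.97 (standard error 0.32, adjusted p = 2.1e-04, at least 25.3-fold higher). Each *pTSPO-PDC1* array lay above each WT array in both conditions (exact permutation test, two-sided, p = 0.1). *PDC1* was up-regulated under every alternative setting that tested it, with the smallest values, 2.08 and 2.63, under the normexp background correction. *TSPO* (AT2G47770), whose promoter drives the transgene, was not well above background on any control array and rose at least 11.0-fold under drought stress in WT plants and at least 8.05-fold in *pTSPO-PDC1* plants. *PDC1* rose 1.62-fold under drought stress in *pTSPO-PDC1* plants (adjusted p = 0.11). *ALG3* (AT2G47760), the locus before *TSPO* in the TAIR10.1 annotation, was 9.77-fold higher in well-watered *pTSPO-PDC1* plants (log2 fold change 3.29, standard error 0.09, adjusted p = 1.7e-07) and 6.31-fold higher in droughted ones (2.66, standard error 0.09, adjusted p = 6.6e-07).

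**Figure D2:**
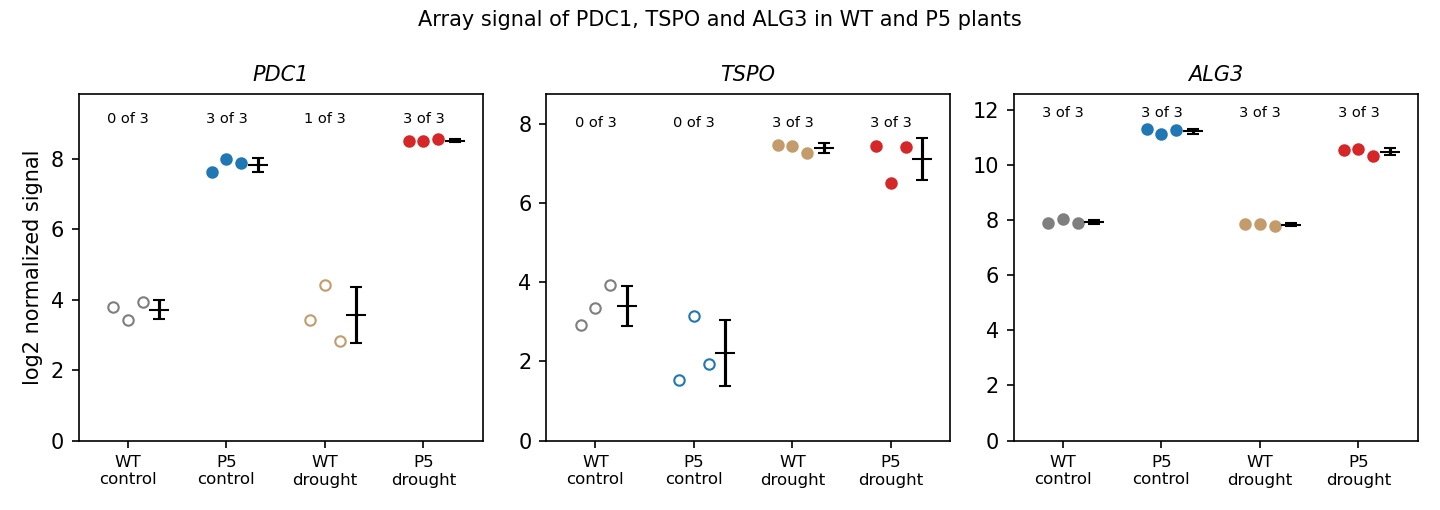
Normalized log2 signal of *PDC1*, *TSPO* and *ALG3* (vertical axes) in the 4 groups, 1 point per array, filled where all 3 arrays of the group are well above background and open otherwise, with the mean and SD as a bar and the number of arrays above background beside it. *PDC1* and *ALG3* separate by genotype, while *TSPO* is above background in the 2 droughted groups alone.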

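*ERF71* (AT2G47520) was higher in *pTSPO-PDC1* plants by a log2 fold change of 3.84 under control conditions (standard error 0.43, adjusted p = 0.0044, at least 9.47-fold) and 3.75 under drought stress (standard error 0.43, adjusted p = 0.0076, at least 9.94-fold). In each WT group 1 of 3 arrays was well above background, with log2 signals of 3.41 ± 0.91 (SD, n = 3) and 3.19 ± 0.41 (SD, n = 3) under control and drought conditions. The drought difference was not called by the methods' test (adjusted p = 0.079) or with slide as a block (3.35, adjusted p = 0.10). *NDB3* (AT4G21490) had a log2 fold change of 1.97 under control conditions (standard error 0.45, adjusted p = 0.067), where 1 *pTSPO-PDC1* array and 0 WT arrays were above background, so no fold is given. Under drought stress it was at least 2.33-fold higher (1.27, standard error 0.45, adjusted p = 0.43). *NDB3* was called in neither condition, but passed under control conditions with 75th percentile scaling (2.04, adjusted p = 0.041), with slide as a block (adjusted p = 0.047), without WT control replicate 1 (2.42, adjusted p = 0.045) and without WT drought replicate 3 (adjusted p = 0.046). *NDB4* (AT2G20800) was above background in droughted *pTSPO-PDC1* plants alone, at least 1.64-fold higher than in droughted WT plants (2.67, standard error 0.30, adjusted p = 0.0066), and was not called there with slide as a block (2.61, adjusted p = 0.078). Its difference under control conditions (1.86, standard error 0.30, adjusted p = 0.023) lies between groups below background, so no fold is given, and it was not called without WT control replicate 1 or 2 or *pTSPO-PDC1* control replicate 2 (adjusted p = 0.060, 0.071 and 0.069). The normexp background correction left *NDB4* at 0.23 and 0.37 (adjusted p = 0.12 and 0.060). For each of the 3 genes and both conditions, the arrays of the genotypes did not overlap.

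**Figure D3:**
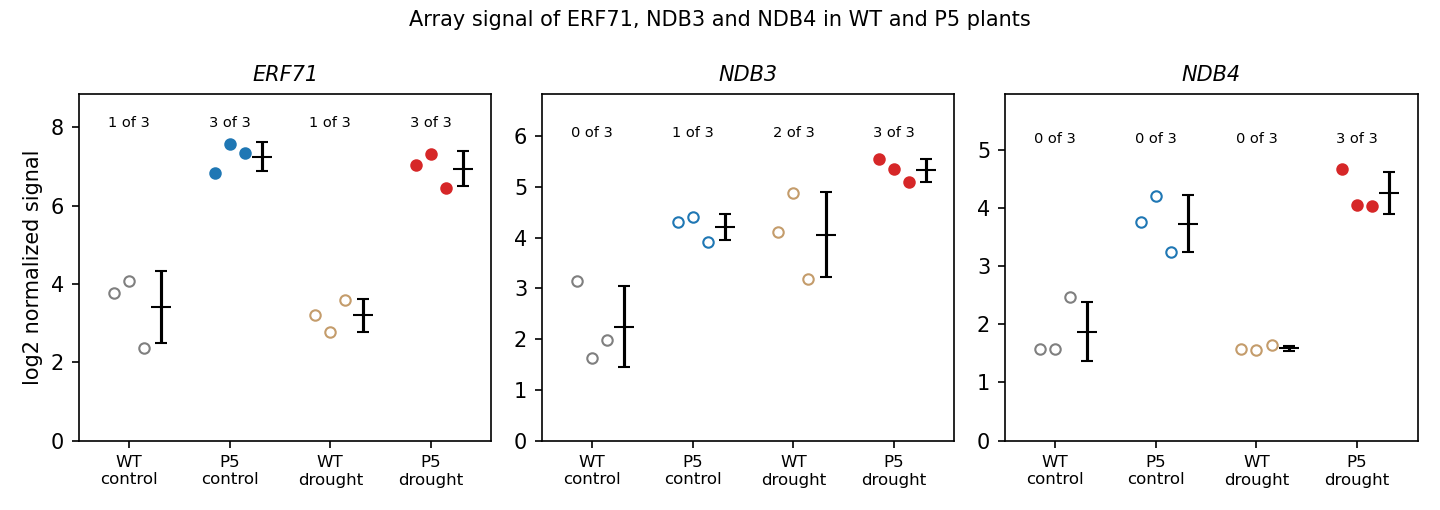
Normalized log2 signal of *ERF71*, *NDB3* and *NDB4* (vertical axes) by group, 1 point per array, with the mean and SD as a bar; open points mark groups in which fewer than 3 arrays are well above background. The 3 *pTSPO-PDC1* arrays lie above the 3 WT arrays of the same condition in each panel.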

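AT5G09570 had a normalized log2 signal of 6.09 ± 0.22 (SD, n = 3) in well-watered WT plants and 9.41 ± 0.32 (SD, n = 3) in well-watered *pTSPO-PDC1* plants. The log2 fold change between them was 3.33 (standard error 0.25, adjusted p = 5.5e-04, 10.0-fold). Droughted plants had 7.54 ± 0.53 (SD, n = 3) in WT and 10.4 ± 0.08 (SD, n = 3) in *pTSPO-PDC1*, a difference of 2.87 (standard error 0.25, adjusted p = 0.0014, 7.33-fold). Drought stress raised the gene in both genotypes, 2.74-fold in WT plants (adjusted p = 0.0026) and 2.00-fold in *pTSPO-PDC1* plants (adjusted p = 0.010). A fit on the droughted groups alone did not call it (2.87, adjusted p = 0.058).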

The expression of the *Cox19-like CHCH family protein (AT5G09570)*, which is involved in positively regulating mitochondrial reactive oxygen response, was also significantly up-regulated^22^. 

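*ADH1* (AT1G77120) was measured well above background on all 12 arrays, with log2 signals of 10.0 ± 0.19 (SD, n = 3) in WT control, 9.73 ± 0.19 in *pTSPO-PDC1* control, 10.1 ± 0.15 in WT drought and 10.1 ± 0.27 in *pTSPO-PDC1* drought plants. The log2 fold change between genotypes was -0.28 under control conditions (standard error 0.16, adjusted p = 0.40) and 0.02 under drought stress (standard error 0.16, adjusted p = 0.99). The drought value changed its sign to -0.0025 with 75th percentile scaling and to -0.07 without *pTSPO-PDC1* drought replicate 1. For *ALDH2B7* (AT1G23800) the values were -0.09 (standard error 0.08, adjusted p = 0.57) and 0.10 (standard error 0.08, adjusted p = 0.79). Under drought stress, *ADH1* and *ALDH2B7* in WT plants were 1.08-fold (adjusted p = 0.61) and 1.01-fold (adjusted p = 0.86) their control levels.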

Microarray analysis showed that *ADH1* and *ALDH2B7* expression levels are not up-regulated in *pTSPO-PDC1* plants in either control or drought stress conditions. These results were further confirmed through RT-qPCR analysis (Fig. 9). Mapman analysis indicated that the TCA cycle is regulated in *pTSPO-PDC1* lines to increase energy use efficiency under both control and drought stress conditions (Figs S4,S5). 

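TCA cycle genes were taken as the 41 loci whose symbol or synonyms in the reference name an enzyme of the cycle, and 33 were tested. Isoforms named for other compartments, such as *PMDH1* and *c-NAD-MDH1*, were included. No oxoglutarate dehydrogenase or succinyl-CoA ligase was among the 41 loci, so the list does not stand for the whole cycle. Their median log2 fold change between *pTSPO-PDC1* and WT plants was -0.01 under control conditions (15 higher, 18 lower) and 0.03 under drought stress (21 higher, 12 lower). As a set, tested with camera (preset correlation 0.01), they gave an adjusted p of 0.35 and 0.60 over the 6 planned set tests, and fry gave 0.48 and 0.67. No gene of the list was called in either condition with limma, 0 also when p was adjusted over the list alone. MapMan itself was not run here.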

Gene ontology (GO) analysis also indicated that the expression of several catabolism related genes is altered in *pTSPO-PDC1-5* plants under control as well as drought stress conditions (Figs S4,S5). Although there is no clear direction for these metabolic changes, it seems that additional acetic acid could also be used as an energy source to conserve cellular energy. As a result, this would provide transgenic plants with an advantage during drought stress conditions.

**Figure 8:**
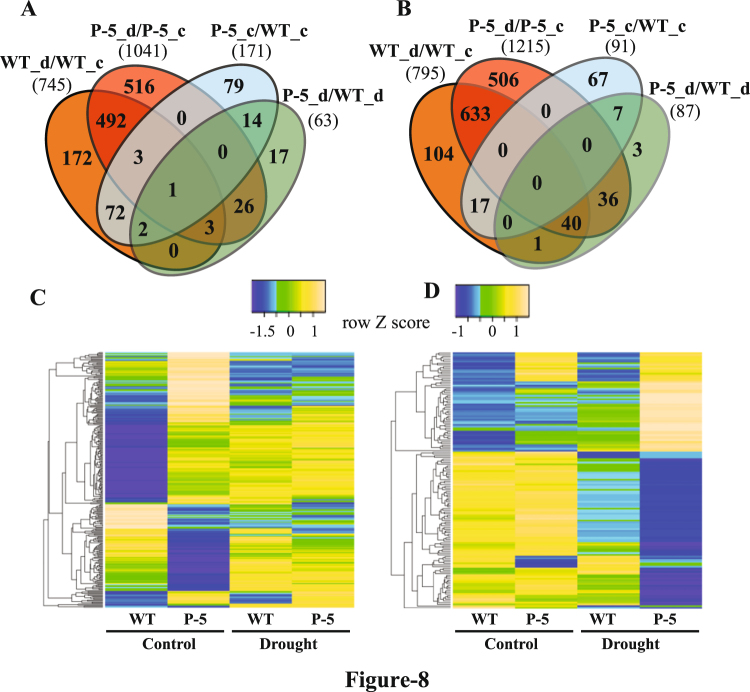
Summary of transcriptomic changes in WT and *pTSPO-PDC1-5* in response to drought stress. (**A**,**B**) Venn diagram summarizing the number of genes up- (**A**) or down-regulated (**B**) in response to drought stress. (**C**,**D**) Heat map analysis of genes with at least two-fold increase or decrease in expression in *pTSPO-PDC1-5* (*P-5*) plants compared to WT plants. (**C**) Genes differentially expressed in *P-5* compared to WT plants when grown under well-watered conditions. (**D**) Genes differentially expressed in *P-5* compared to WT plants when grown under drought stress conditions. (n = 3, FDR < 0.05, fold change > 2).

**Table 2:** Genes significantly up-regulated in *pTSPO-PDC1* under drought stress compared to WT plants.

Gene	Name	Fold change		
		WT_D/WT_C	P5_C/WT_C	P5_D/WT_D
*AT4G33070*	*PDC1*	0.90	**17.36**	**31.35**
*AT5G54450*	*Hypothetical protein (DUF295)*	1.21	**31.75**	**25.97**
*AT2G03130*	*Ribosomal protein*	0.74	**9.13**	**14.01**
*AT2G47520*	*Ethylene Response Factor 71 (ERF71)*	0.86	**14.32**	**13.45**
*AT3G42658*	*SADHU3-2*	1.16	**14.53**	**8.13**
*AT5G09570*	*Cox19-like CHCH family protein*	**2.74**	**10.03**	**7.33**
*AT5G54420*	*Hypothetical protein (DUF295)*	0.97	**6.70**	**7.24**
*AT4G14060*	*Polyketide cyclase/dehydrase*	5.50	1.16	**6.89**
*AT2G20800*	*NAD(P)H dehydrogenase B4 (NDB4)*	0.82	**3.62**	**6.35**
*AT2G47760*	*Asparagine-linked glycosylation 3 (ALG3)*	0.93	**9.77**	**6.31**
*AT3G30720*	*Qua-Quine Starch (QQS)*	1.18	**6.61**	**5.84**
*AT2G01520*	*MLP-like protein 328 (MLP328)*	3.18	1.56	**5.35**
*AT1G18980*	*RmlC-like cupins superfamily*	0.70	0.65	**4.41**
*AT3G44042*	*SADHU3-1*	1.62	**9.39**	**4.35**
*AT5G26310*	*UGT72E3*	2.23	1.83	**4.13**
*AT5G17090*	*Cystatin/monellin superfamily protein*	1.44	1.46	**4.03**
*AT3G02590*	*Fatty acid hydroxylase*	1.29	1.00	**3.92**
*AT4G13280*	*Terpenoid Synthase 12 (TPS12)*	1.70	0.60	**3.70**
*AT1G58643*	*Inositol-penta kisphosphate 2-kinase family*	1.04	1.38	**3.63**
*AT5G51440*	*HSP20-like chaperones*	**2.59**	**6.79**	**3.50**
*AT3G01600*	*NAC044*	0.86	**3.58**	**3.29**
*AT4G06555*	*Hypothetical protein*	0.82	0.80	**3.25**
*AT3G15320*	*Transposable element*	0.91	1.78	**3.16**
*AT2G27550*	*Centroradialis (ATC)*	2.27	1.00	**3.10**
*AT2G21640*	*Unknown protein (marker of Oxidative stress)*	0.81	2.76	**3.09**
*AT1G35250*	*Acyl-Lipid Thioesterase 2 (ALT2)*	3.95	2.98	**3.04**
*AT1G19060*	*Hypothetical protein (DUF626)*	1.69	1.73	**2.81**
*AT5G38020*	*Methyltransferase*	**4.77**	1.32	**2.77**
*AT4G13290*	*CYP71A19*	2.10	1.36	**2.63**
*AT5G04370*	*NAMT1*	**2.54**	1.15	**2.62**
*AT1G14240*	*APYrase3 (APY3)*	1.63	1.04	**2.58**
*AT4G12470*	*Azelaic acid induced 1 (AZI1)*	**0.14**	0.64	**2.57**
*AT3G24750*	*LAZY5*	**14.60**	0.66	**2.55**
*AT4G26485*	*Methyltransferase*	1.22	0.76	**2.55**
*AT5G43340*	*Phosphate Transporter 1;6 (PHT1;6)*	1.68	1.01	**2.50**
*AT3G24230*	*Pectate lyase*	2.42	2.04	**2.47**
*AT1G26680*	*B3 family TF*	1.59	1.17	**2.44**
*AT1G19230*	*Riboflavin synthase-like*	2.46	1.78	**2.44**
*AT4G21490*	*NAD(P)H dehydrogenase B3 (NDB3)*	**3.52**	**3.90**	**2.41**
*AT2G19200*	*Hypothetical protein (DUF626)*	1.09	1.19	**2.40**
*AT5G64000*	*SAL2*	**0.05**	1.47	**2.38**
*AT3G26830*	*Phytoalexin Deficient 3 (PAD3)*	**0.07**	4.79	**2.37**
*AT4G12500*	*Seed storage 2S albumin*	**0.02**	0.50	**2.37**
*AT3G17010*	*Reproductive meristem 22 (REM22)*	1.30	1.37	**2.34**
*AT4G27570*	*UGT79B3*	1.27	1.62	**2.31**
*AT4G28790*	*bHLH DNA-binding superfamily*	1.32	1.01	**2.30**
*AT1G48180*	*Target of trans acting-siR480/255 protein*	0.95	1.07	**2.30**
*AT4G27980*	*Trichohyalin-like protein*	1.93	2.04	**2.28**
*AT5G50770*	*Hydroxysteroid dehydrogenase 6 (HSD6)*	0.98	1.01	**2.25**
*AT2G18193*	*Nucleoside triphosphate hydrolases*	1.06	**4.43**	**2.23**
*AT4G00250*	*ATSTKL2*	1.59	1.10	**2.21**
*AT1G71200*	*bHLH superfamily protein*	1.11	1.80	**2.20**
*AT3G10790*	*F-box associated ubiquitination effector*	1.15	1.00	**2.20**
*AT2G17950*	*WUSCHEL (WUS)*	3.82	1.49	**2.19**
*AT5G24640*	*Hypothetical protein*	1.20	**3.13**	**2.17**
*AT1G54590*	*Pre-mRNA-splicing factor-like protein*	1.49	2.42	**2.15**
*AT3G12450*	*Pseudogene of 3′-5′ exonuclease*	2.33	1.00	**2.15**
*AT5G47600*	*HSP20-like chaperones*	1.75	1.35	**2.13**
*AT2G18150*	*Peroxidase superfamily protein*	1.65	1.04	**2.10**
*AT1G46552*	*Transposable element*	1.75	1.84	**2.09**
*AT3G25010*	*Receptor like protein 41 (RLP41)*	**0.09**	2.02	**2.07**
*AT3G02885*	*GAST1 protein homolog 5 (GASA5)*	1.88	0.83	**2.04**
*AT1G71690*	*Glucuronoxylan 4-O-methyltransferase-like*	1.72	1.18	**2.03**

Values shown in bold are significantly up or down-regulated according to FDR < 0.05, fold change > 2.

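For the 63 genes listed in Table 2, the fold changes computed from the normalized signals lay within 2% of the paper's reported values for all 63 in droughted and all 63 in well-watered *pTSPO-PDC1* plants, and for 59 in droughted WT plants. The others in WT plants were small ratios printed to 0.01, and the computed values round to them. They were *RLP41* (0.093, printed 0.09), *PAD3* (0.066, printed 0.07), AT4G12500 (0.024, printed 0.02) and *SAL2* (0.052, printed 0.05). The largest difference among the droughted *pTSPO-PDC1* values was 0.233%. The filter on dim probes kept 49 of the 63 genes, and for 4 genes no droughted *pTSPO-PDC1* array was well above background. Of the 49, 42 differed between the droughted genotypes at an unadjusted p below 0.05 and 13 were called after adjustment. Of the 16 genes printed in bold for well-watered *pTSPO-PDC1* plants, 15 were called. The Table 2 genes called under drought stress numbered 7 with slide as a block and 14 with 75th percentile scaling.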

The English in this document has been checked by the professional language editors.

**Figure 9:**
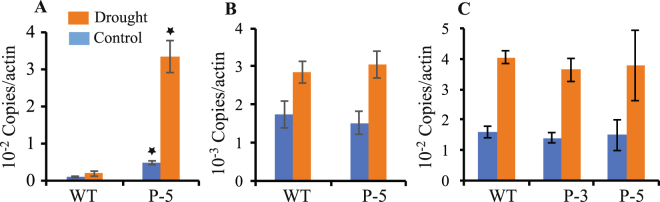
Confirmation of *PDC1, ADH1 and ALDH2B7* expression in WT and *pTSPO-PDC1* lines. Changes in the expression of *PDC1* (**A**), *ADH1* (**B**) and *ALDH2B7* (**C**) in WT and *pTSPO-PDC1* lines. Shoot samples were collected 11 days after drought stress treatment and plants that were maintained under watered conditions were used as controls. An asterisk above a column indicates that the value is significantly different from WT plants based on a t-test (p < 0.05). n = 3.

## Discussion

Drought is a serious agricultural problem, and therefore, the development of drought tolerant plants is a very important technology that would allow us to better ensure our ability to meet the increasing demand of food as the population of the world increases^1^. Several strategies have been used to engineer transgenic plants that can tolerate low water availability, including the overexpression of late-embryogenesis-abundant (LEA) proteins, osmolyte biosynthesis genes, transcription factors and kinases, and ABA-signaling related genes. All of these approaches have resulted in the creation of transgenic plants with varying levels of increased drought tolerance^1,23–29^. Transgenic maize lines have been tested in field conditions where they offered several advantages compared to WT plants under water limiting conditions^30–32^. In this regard, the molecular breeding of drought tolerant crops that utilize improved strategies could potentially alleviate the adverse effects of overexpressing specific genes to improve drought tolerance. The use of a suitable promoter to regulate the expression of genes that contribute to drought tolerance is essential in order to avoid any undesirable impacts on plant growth and yield^16^. Since roots sense water scarcity much earlier than shoots, an ideal promoter would first up-regulate target genes in roots and specifically during the early phase of drought stress.

In the present study, in order to identify a suitable promoter^3^, previously generated microarray data were used to analyze changes in the expression of genes in roots and shoots in soil-grown plants subjected to a drought stress. The analysis indicated that the *Arabidopsis TSPO* gene exhibited a basal, low-level of expression under non-stress conditions and was significantly up-regulated in roots and shoots during the early phase of drought stress (Table 1). RT-qPCR analysis further confirmed the expression pattern of *TSPO* in *Arabidopsis* roots and shoots. Promoter-*GUS* analysis also demonstrated that *TSPO* expression is very low under normal growth conditions. During the very early stage of drought stress response, *TPSO* is up-regulated and increases in expression as drought stress progresses. In *Arabidopsis*, TSPO has been reported to bind to the plasma membrane aquaporin (PIP2;7), as well as endoplasmic reticulum and Golgi membranes where it regulates the cell-surface expression of PIP2;7 under abiotic stress conditions^20^. The strict up-regulation of *TSPO* by ABA treatment^21^ and drought stress suggested that the *TSPO* promoter would be a good candidate to regulate the expression of transgenes in a drought responsive manner. The acetic acid pathway genes, *PDC1* and *ALDH2B7*, were then selected and placed under the control of the TSPO promoter to determine if they would enhance drought tolerance in transgenic *A*r*abidopsis* plants in a controlled manner.

PDC and ALDH family members play a functional role in the biosynthesis of acetic acid in plants^7^. The *PDC* gene family is confined to plants and fungi, while the *ALDH* family is ubiquitous in yeast, plants, and animals^11,33–35^. *PDC1* transcripts comprise approximately 10–40% of the total *PDC* mRNA in seedlings under normal growth conditions, while this proportion reaches up to 99% under oxygen limiting conditions^9^. ABA and mannitol treatments also up-regulate the expression of *PDC1* and *ALDH2B7*^9^. Indeed the whole ethanol-acetic acid pathway is up-regulated by oxygen limiting conditions and ABA treatment, as well as under drought stress conditions^3,9,36^. *PDC1* is expressed more highly in siliques and seeds^9^. In plants, members of *ALDH2* family detoxify acetaldehyde generated during ethanol fermentation by converting it to acetate^8,11,37^. Acetate is further converted to acetyl-CoA via acetyl-CoA synthase activity. In *Arabidopsis*, 14 members of ALDH family have been described^12^ (Table 1 & Fig. S1). ALDH2B7 is phylogenetically related to ALDH2B4 and ALDH2C4 (Fig. S1). Characterization of mutants of the *Arabidopsis ALDH* family have revealed functions associated to drought stress. In the *aldh2B7* mutant, the conversion of ethanol to fatty acids is not affected, while conversion is significantly decreased in the *aldh2B4* single and *aldh2B4*/*aldh2B7* double mutants. Thus, under normal growth conditions, ALDH2B4 has been suggested to play a dominant role in the PDH bypass pathway^8^. The expression of *ALDH2B7* in response to drought stress is up-regulated much earlier than *ALDH2B4* (Table 1), suggesting that the role of ALDH2B7 in the response to drought stress may be more critical than ALDH2B4.

Similarly, among the *Arabidopsis* PDC members, the expression of *PDC1* is more highly up-regulated by drought stress than *PDC2*, *PDC3*, and *PDC4* (Table 1). The expression of *PDC1* was observed during different developmental stages of *Arabidopsis* (Fig. S6). As previously mentioned, *Arabidopsis PDC1* and *ALDH2B7* genes are involved in the acetic acid fermentation pathway (Fig. 1) and the expression of *ALDH2B7* is up-regulated in response to ABA application and osmotic stress. Similar to *PDC1*, the expression of *ALDH2B7* was also observed during different developmental stages of Arabidopsis (Fig. S7). The current study confirmed that the expression of *ALDH2B7* is up-regulated in both roots and shoots by drought stress. A previous study suggested that ALDH may play a role in the aerobic detoxification of acetaldehyde and that ALDH activity during stress might occur independently of ethanol fermentation^9^. The role of *Arabidopsis PDC* genes in ethanol fermentation has also been previously described^10^, however, its role in the production of acetate through the PDH independent pathway has not been described in detail. The collective analysis of the published data clearly indicates that these genes could play an important role in drought stress response through a PDH independent pathway. It is plausible that the continuous production of acetic acid could have a negative impact on plant growth. This was experimentally verified in the current study by watering two-week-old *Arabidopsis* plants once a week for five weeks with 10 mM acetic acid. Plants treated with acetic acid were dwarfed and produced less biomass relative to control plants (Fig. S8). These results indicated that selecting a suitable promoter, such as the *TSPO* promoter, would be extremely important to the development of drought stress tolerant plants while avoiding any undesirable effects on growth and yield. Microarray data also suggested that plants expressing *ALDH2B7* and *PDC1* under the control of the TSPO promoter could provide significant tolerance to drought stress. Therefore, transgenic *Arabidopsis* plants expressing either *PDC1* or *ALDH2B7* under the control of the drought stress-inducible *TSPO* promoter were developed to test this hypothesis.

A total of 7 and 9 homozygous transgenic lines were developed for *pTSPO-PDC1* and *pTSPO-ALDH2B7*, respectively. RT-qPCR analysis confirmed that the level of expression of *PDC1*and *ALDH2B7* under normal growth conditions was comparable to WT plants. In addition, in relative comparison to WT plants, the expression of *PDC1* and *ALDH2B7* in the transgenic plants was specifically up-regulated by drought stress. Three independent transgenic lines of *pTSPO-ALDH2B7* and four lines harboring *pTSPO-PDC1* exhibited significantly higher survival ratio under drought stress. These results confirmed our hypothesis that the regulation of acetic acid biosynthesis pathway genes could significantly enhance survival ability of plants under drought stress. Since the modulation of the acetic acid pathway via the constitutive overexpression of *PDC1* and *ALDH2B7* could negatively impact plant growth, the use of the *TPSO* promoter, which is specifically regulated by drought stress, can minimize off-types by driving expression only during periods of stress exposure. Regulating drought stress tolerance by modulating the expression of acetic acid pathway genes is a unique strategy. Although transgenic plants expressing *pTSPO-ALDH2B7* or *pTSPO-PDC1* have not been previously evaluated for drought stress tolerance, plants expressing *PDC* or *ALDH* family members have been tested for their response to other abiotic stresses^8–10,15,38,39^. PDC1, which is localized in the cytoplasm, converts pyruvate into acetaldehyde which may then be transferred to mitochondria where it is converted to acetate by ALDH2B7 in a well-coordinated manner. The development and analysis of transgenic plants exhibiting improved survival ratio under drought stress by modulating the expression of acetic acid pathway genes increases our understanding of the mechanisms responsible for drought stress tolerance in plants and also provides an opportunity to use this approach to ameliorate the injury caused by drought stress in field-grown crops. In a previous study, treatment of plants with acetic acid did not confer any undesirable phenotype in roots and shoots^5^. Similarly, the transgenic plants generated in the present study also did not exhibit any undesirable phenotypes. As a result, these observations confirm that the *TSPO* promoter is a good tool that can be used to regulate the expression of genes in a drought-responsive manner.

It is possible that the PDH bypass contributes to maintaining an optimal metabolic rate when plants are subjected to abiotic stresses and therefore minimizes the deleterious impact that abiotic stress has on plants. Acetyl-CoA plays a role in fatty acid metabolism. Exogenous application of labelled acetate and ethanol are readily incorporated into fatty acids and approximately 90% of this incorporation relies on the activity of the ACS enzyme^7^. Specific plant tissues, such as floral tissues, have been reported to undergo aerobic fermentation^37,40–42^, where pyruvate is converted to ethanol or acetate^7^. Subsequently, ACS converts the acetate to acetyl-CoA for use in fatty acid biosynthesis (Fig. 1). The importance of this pathway during flowering has been reported, however, it is not clear if acetate is processed in the same manner during drought stress. Importantly, the expression of *ADH* is significantly up-regulated by drought stress; however, the expression of mitochondrial components of *PDH* are significantly down-regulated (Fig. 1) by drought stress^3^. These observations indicate that the role of the PDH bypass pathway during drought response is extremely important for the synthesis of acetic acid, as well as acetyl-CoA. In addition to participating in fatty acid metabolism as part of a stress response^7,43^, the acetate produced by the enhanced expression of *PDC1* or *ALDH2B7* could also participate in histone acetylation, where the acetyl functional group of acetyl-CoA is transferred to histone^44^. Histone acetylation is an important aspect of the epigenetic regulation of gene expression in eukaryotes. In this process, acetyl-CoA acts as a metabolic signal regulating plant response to various abiotic stresses, as well as normal growth, through epigenetic changes involving histone acetylation^44–47^. Acetic acid enhances drought stress tolerance through jasmonate synthesis and enrichment of histone H4 acetylation; and by contributing to the induction of the jasmonate signaling pathway^5^. Acetic acid activates the COI1-mediated signaling pathway and the transient production of JA may define which downstream target genes are activated^5^ to enhance drought tolerance.

Microarray analysis revealed the up- and down-regulation of several genes related to primary and secondary metabolism (Figs S4 and S5). 

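To look at 1 part of secondary metabolism, the 24 loci described as flavonoid, chalcone or anthocyanin genes were taken as a list, of which 23 were tested. In well-watered *pTSPO-PDC1* plants their median log2 fold change against WT plants was -0.19 (6 higher, 17 lower; camera adjusted p = 0.22, fry 0.48). In droughted plants the median was 0.27, with 21 of 23 genes higher (camera adjusted p = 0.020, fry 0.48). The list passed under drought stress by camera alone and did not pass with slide as a block (median 0.30, camera adjusted p = 0.064), and its median was -0.02 without *pTSPO-PDC1* drought replicate 1. No single gene was called between genotypes by limma, also adjusted over the list alone (0 in both conditions). Drought stress raised the list in both genotypes, by a median of 1.06 in WT plants (camera adjusted p = 1.3e-04) and 1.46 in *pTSPO-PDC1* plants (camera adjusted p = 7.3e-05).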

The expression of *ADH1* is not significantly altered, which indicates that ethanol synthesis may not be related to drought stress tolerance in *pTSPO-PDC1* lines. Although the expression of *ALDH2B7* is also not significantly up-regulated in *pTSPO-PDC1*, the overlapping phenotype of *pTSPO-PDC1* and *pTSPO-ALDH2B7*, as well as the exhibition of drought tolerance by the external application of acetic acid, supports the claim that acetic acid could increase drought stress tolerance in plants. Several signaling related genes, such as *ERF71*, were also up-regulated in *pTSPO-PDC1* plants compared to WT plants. *ERF71* mediates osmotic and hypoxia stress response in *Arabidopsis*^48^. In *Arabidopsis*, NAD(P)H dehydrogenases are located on both sides of the inner mitochondrial membrane as part of the non-phosphorylating alternative pathway and play important roles in the development of the plant and its ability to cope with oxidative stress^49^. The expression of two members of NAD(P)H dehydrogenases (*NDB3*, *NDB4*) which face the intermembrane space^50^ was significantly up-regulated in *pTSPO-PDC1* plants compared to WT plants, which suggests that transgenic plants are using alternative respiratory pathways. 

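A list of the 12 alternative NAD(P)H dehydrogenases and alternative oxidases of *Arabidopsis*, which includes *NDB3* and *NDB4*, had 10 members past the filter on dim probes. In well-watered *pTSPO-PDC1* plants 7 of the 10 were higher than in WT plants, with a median log2 fold change of 0.34 (camera adjusted p = 0.020, fry 0.040). Under drought stress 7 were higher, with a median of 0.08 (camera adjusted p = 0.020, fry 0.040), but with slide as a block, all *pTSPO-PDC1* drought arrays being on 1 slide, the median was 0.039 and the list did not pass (camera adjusted p = 0.13, fry 0.33). Over all genes tested 1 member had an adjusted p below 0.05 in each condition, and adjusted over the list alone 4 and 2 did, which is not independent evidence because the study named members from these arrays. With the probes above background on all 12 arrays alone, which leaves out *NDB3* and *NDB4*, the medians were -0.03 and 0.08 (camera adjusted p = 0.71 for both). Without WT control replicate 1 the control median was -0.02. From the rise of *NDB3* and *NDB4* over WT plants, the paper proposes that the transgenic plants use alternative respiratory pathways.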

The changes in expression of other genes (Table 2, Table S1 & Figs S4 and 5) also suggest that *pTSPO-PDC1* plants might be selectively regulating the metabolism using alternate energy pathways to conserve energy which gives them an advantage under drought stress conditions. GO analysis also highlights that the expression of several metabolic related genes was significantly altered in *pTSPO-PDC1* compared to WT plants. Thus, in transgenic plants, in addition to JA signaling, metabolism is also regulated; which may help to conserve energy and thus provide an advantage to confer drought stress tolerance. It should be noted, however, that acetic acid mediated drought stress tolerance is a novel mechanism and further studies (such as NMR analysis) are needed to decide the fate of acetic acid in this energy conservation pathway.

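The 8 jasmonate genes examined, among them *JAZ1* (AT1G19180), *LOX2* (AT3G45140) and *OPR3* (AT2G06050), were all tested. Their median log2 fold change between *pTSPO-PDC1* and WT plants was -0.02 under control conditions and -0.07 under drought stress, with 3 genes higher and 5 lower in each. The means were 0.04 and 0.10, opposite in sign to the medians. Camera gave an adjusted p of 0.97 and 0.63 over 34 further set tests, and fry 0.92 and 0.80. No jasmonate gene was called between genotypes with limma, 0 also when p was adjusted over the list alone.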

In summary, the analysis of previously-generated microarray data resulted in the identification of the *TSPO* promoter that can be used to specifically up-regulate genes in both roots and shoots starting in the early phase of the response to drought stress. Transgenic plants expressing the acetic acid biosynthesis pathway genes, *PDC1* or *ALDH2B7*, under the control of the TSPO promoter exhibited phenotypes with enhanced survival ratio under drought stress conditions. These results demonstrate that modulating the acetic acid biosynthesis pathway can be a useful strategy for the development of plants with the ability to survive longer under drought stress conditions. In current studies, we have developed and analyzed *Arabidopsis* plants which exhibit ability to survive under drought stress conditions. Since external application of acetic acid has been shown to confer drought stress tolerance in rapeseed, maize, rice and wheat plants in addition to *Arabidopsis*^5^, it is reasonable to propose that this transgenic technology may also be effective in other crop plants.

## Materials and Methods

### Development of transgenic lines

A 1.4-kb region upstream of the ATG start site of the *TSPO* gene in *Arabidopsis* was cloned using the forward and reverse primers, 5′-ATAGTAGACTGCGGCCGCACCATGGCA-3′ and 5′-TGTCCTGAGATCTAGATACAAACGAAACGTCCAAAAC-3′. A *Not*I site was introduced into the forward primer, and a *Xba*I site was introduced into the reverse primer. The obtained *TSPO* promoter was then cloned into the pGreenII 0029 and pGreenII 0229 vectors. *ALDH2B7* and *PDC1* genes were cloned downstream of the *TSPO* promoter in the pGreenII 0229 and the pGreenII 0029 vectors, respectively. The primers used for the cloning of *PDC1* were 5′-CTCGAATTCCCCGGGTTAATTAAATTAATC-3′ and 5′-ATCAGGCCGTCGACGCCGGATC-3′ with introduced *Sma*I and *Sal*I sites, respectively. The primers used for the cloning of *ALDH2B7* were 5′-AATCGGCCCCCGGGTTAATTAAATTAATC -3′and 5′-TGGAGCTAGTCGACTTATGGCCGA-3′ and also contained introduced *Sma*I and *Sal*I sites, respectively. Transgenic *Arabidopsis* plants expressing either *pTSPO-ALDH2B7* or *pTSPO*-*PDC1* were created using *Agrobacterium tumefaciens* (GV3101::pMP90)-mediated transformation and the floral dip method^51^. Neomycin phosphotransferase II (NPT II) and the bialaphos resistance gene (bar) were part of the generated constructs and used to select for transformed plants using kanamycin (km) and bialaphos for *pTSPO-PDC1* and *pTSPO-ALDH2B7*, respectively.

In order to conduct a GUS analysis of the *PDC1* promoter, a 1.9 kb region upstream of the *PDC1* gene was amplified using the primers, 5′-CACCGACGCACTTTATTGTGTTGCAA-3′ and 5′-GGAAATGGGAAGGTTTGAGTTC-3′. The PCR product was cloned into the *pENTR/D-TOPO* (Invitrogen) vector. After sequence confirmation, the *PDC1* promoter was subcloned into *pMDC163* and expressed as the construct *PDC1p::uidA*. A similar approach was used for the GFP analysis, with an exception. Specifically, after sequence confirmation, the promoter construct was cloned into pMDC111 where it was used to drive expression of the *GFP* gene. Transgenic *Arabidopsis* plants expressing either the *PDC1* promoter fused to the GUS gene or the *PDC1* promoter fused to the *GFP* gene were created using *Agrobacterium tumefaciens* (GV3101)-mediated transformation with the floral dip method^51^. The vectors used for transformation are illustrated in Fig. S2D–H.

The gene sequences for *TSPO*, *PDC1*, and *ALDH2B7* (Fig. S2A–C) were acquired from the TAIR website (https://www.arabidopsis.org/). The hygromycin phosphotransferase gene was included in the construct that was used to transform *Arabidopsis* plants with *PDC1p::uidA*, and *PDC1p:PDC1::GFP* and Hygromycin B was used to select successfully transformed plants. Homozygous transgenic lines were developed and used in the subsequent experiments.

### Drought stress treatment

WT and transgenic seeds were sown in trays containing Dio propagation mix no. 2 professional soil (Dio Chemicals, Japan) and germinated and grown at 22 °C under a 16 h light/8 h dark cycle, and a ~100 µmol m^−2^ s^−1^ photon flux density. Two weeks after germination, plants were subjected to drought treatment by removing excess water from the trays and ceasing any subsequent watering. For microarray analyses, shoot samples were collected 11 days after drought stress treatment and plants that were maintained under watered conditions were used as controls. Samples were immediately frozen in liquid nitrogen and stored at −80 degrees until RNA extraction. Drought tests were performed with four replications and were repeated at least two times. Each replication consisted of 24 individual plants for WT and each transgenic line. In cases where the plants were grown in ceramic-based granular soil, the drought stress was applied as previously described^3^. Briefly, plants were grown on MS medium for 10 days at 22 °C and subsequently transferred to ceramic-based granular soil (size 2.5 L, Sakatanotane, Japan). After transfer to this substrate, plants were grown for an additional 7 days at 22 °C. The drought treatment was then administered by removing excess water from the trays and ceasing any subsequent watering. The survival ratio of WT and transgenic plants was calculated by counting the number of plants that survived at 24 and 48 hours after re-watering, relative to the initial number of total plants subjected to the drought treatment. Plants were harvested at 0 and 7 days after onset of the drought treatment and root and shoot fresh weights were measured.

### RT-qPCR analysis

Plants from lines that were homozygous for the *pTSPO-ALDH2B7* or *pTSPO-PDC1* genes were developed and drought-inducible expression was confirmed by RT-qPCR for the *ALDH2B7, PDC1*, and *TSPO* genes. cDNA from each sample was synthesized from 200 ng of extracted RNA using a QuantiTect Reverse transcription kit (QIAGEN, USA) according to the manufacturer’s instructions. The forward and reverse primers used for *PDC1* were 5′-AGAGCACCATCCTCATTTCATT-3′ and 5′-TGGCTTTTTCTTTCTTGAGGAG-3′, respectively. The forward and reverse primers used for *ALDH2B7* were 5′-CATGCTCATAGCAACAGACGA-3′ and 5′-CAGCAGCTAAACCGTACCTTG-3′, respectively. The forward and reverse primers used for *TSPO* were 5′-CTCAGTTTTTGCTCTGTTTGGTT-3′ and 5′-CAAACACGGCTTTACCAGATTAC-3′, respectively. For *ADH1*, the forward and reverse primers were 5′-AGACGATGCCTTCAAGACTCA-3′ and 5′-GGGAATGTCAGTTTTGGGTTT-3′, respectively. *Actin 2* was used as an internal control and amplified using the forward and reverse primers, 5′-TGAAGTGTGATGTGGATATCAGG-3′ and 5′-GATTTCTTTGCTCATACGGTCAG-3′, respectively. Changes in expression were recorded according to the standard curve method.

### Microarray analysis

Microarray analyses were carried out as described previously^3^ with few modifications. Total RNA (400 ng) was labeled with fluorescently-labeled Cy3, using a Quick Amp labeling kit (Agilent Technologies) and resulting cRNA was subsequently hybridized to an Agilent *Arabidopsis* custom microarray (GPL19830). Microarray analyses were performed with three biological replications. Arrays were scanned with a microarray scanner (G2505B, Agilent Technologies) and microarray data were processed and analyzed using GeneSpring GX (v.14.9, Agilent Technologies) with quantile normalization and median transformation. Statistical significance was assessed using a one way ANOVA with BH correction^52^ and a 95% confidence interval (Corrected *P*-value < 0.05). A Tukey’s HSD (honest significant difference) test with BH correction was performed as a post hoc test (Corrected *P*-value < 0.05). Genes with false discovery rate (FDR) values less than 0.05 and at least two-fold changes were regarded as up- or down-regulated. Heat map analyses were performed with an online tool heatmapper^53^. The normalized log_2_ values were then used to compare the transcriptomic changes using MapMan 3.6.0RC1^54^. Gene ontology analyses were carried out using the PANTHER (protein annotation through evolutionary relationship) classification system database maintained at http://pantherdb.org/ ^55^. The microarray data has been deposited to GenBank with the accession number GSE110857.

### *TSPO* and *PDC1* promoter driven GUS analysis

Transgenic plants derived from five homozygous lines of plants transformed with the *GUS* gene driven by the *TSPO* or *PDC1* promoter were used to analyze β-glucuronidase (GUS) staining. Plants used to evaluate *TSPO* driven *GUS* expression were grown in ceramic-based granular soil and samples were collected at 0, 1, 3, 5 and 7 days after the application of the drought treatment as previously described. *GUS* expression was observed in four independent transgenic lines. Plants used to analyze *PDC1* promoter activity were grown on MS medium for 10 days and samples were collected at 0 and 2 h after a drought treatment was administered. The drought treatment was initiated by pulling plants from MS medium and placing them in a petri dish which was subjected to the airflow of a laminar hood. The GUS analysis was conducted by dipping the plants twice in phosphoric acid buffer and then incubating them overnight in 0.5 mM X-Gluc (10 mM EDTA, 0.1% Triton X-100, 50 mM phosphoric acid buffer (pH 7.0), 0.5 mM potassium ferrocyanide, 2% DMSO) at 37 °C. The solution was then replaced with serial dilutions of ethanol and the samples were subsequently stored in 100% ethanol until they were photographed.

### Confirmation of the subcellular localization of PDC1

The cellular localization of PDC1, PDC2, PDC3 and PDC4 was predicted *in silico* using SUBA (*Arabidopsis* Subcellular Database) which is maintained at www.suba3.plantenergy.uwa.edu.au. The subcellular localization of PDC1 was also verified experimentally. Four independent homozygous lines of *pPDC1:PDC1::GFP* were examined in order to observe GFP localization in *Arabidopsis* roots using a LSM700 Laser scanning microscope with a 40 × Plan-Apochromat lens. A diode laser with a 488 nm excitation in conjunction with 488–555 nm and 560–700 nm) filters were used to observe the fluorescence of GFP. The obtained data were analyzed using ZEN 2011 software (ZEISS, Oberkochen, Germany).

### Phylogenetic Analysis

Protein sequences were acquired from The Arabidopsis Information Resource (TAIR) database and aligned by ClustalW in a CLC sequence viewer 8.0 (QIAGEN, Denmark). Subsequently, a phylogeny was constructed using a neighbor-joining (NJ) algorithm with the Jukes-Cantor distance measurement method^56,57^. The bootstrap analysis was carried out for the branching arrangements with 1000 replicates^58^.

## Electronic supplementary material

Supplemental Figures

# Supplementary material for: The modulation of acetic acid pathway genes in Arabidopsis improves survival under drought stress
**Source:** Sci Rep. 2018 May 18;8:7831. doi: 10.1038/s41598-018-26103-2
**Supplement:** Supplementary file 1 — Supplemental Figures

# **The modulation of acetic acid pathway genes in *Arabidopsis* improves survival under drought stress**

Sultana Rasheed, Khurram Bashir, Jong-Myong Kim, Marina Ando, Maho Tanaka,  
Motoaki Seki.

Scientific Reports, 2018

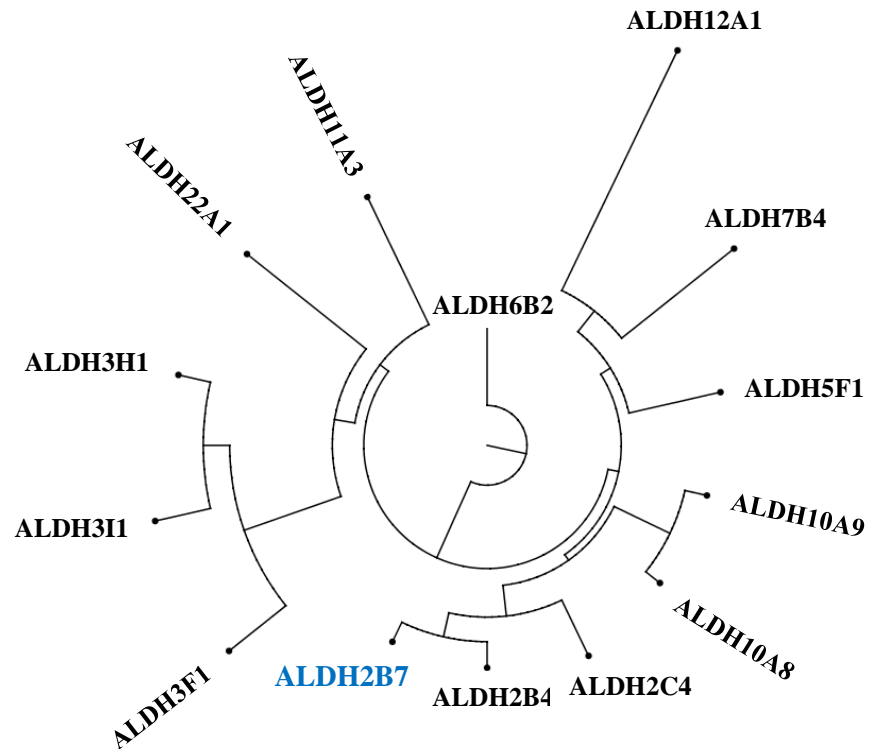

**Figure-S1: Phylogeny of Aldehyde dehydrogenases in *Arabidopsis thaliana***

The accession numbers of ALDH family members in *Arabidopsis* are shown in Table-1. The protein sequences were acquired from TAIR database maintained at <https://www.arabidopsis.org/>.

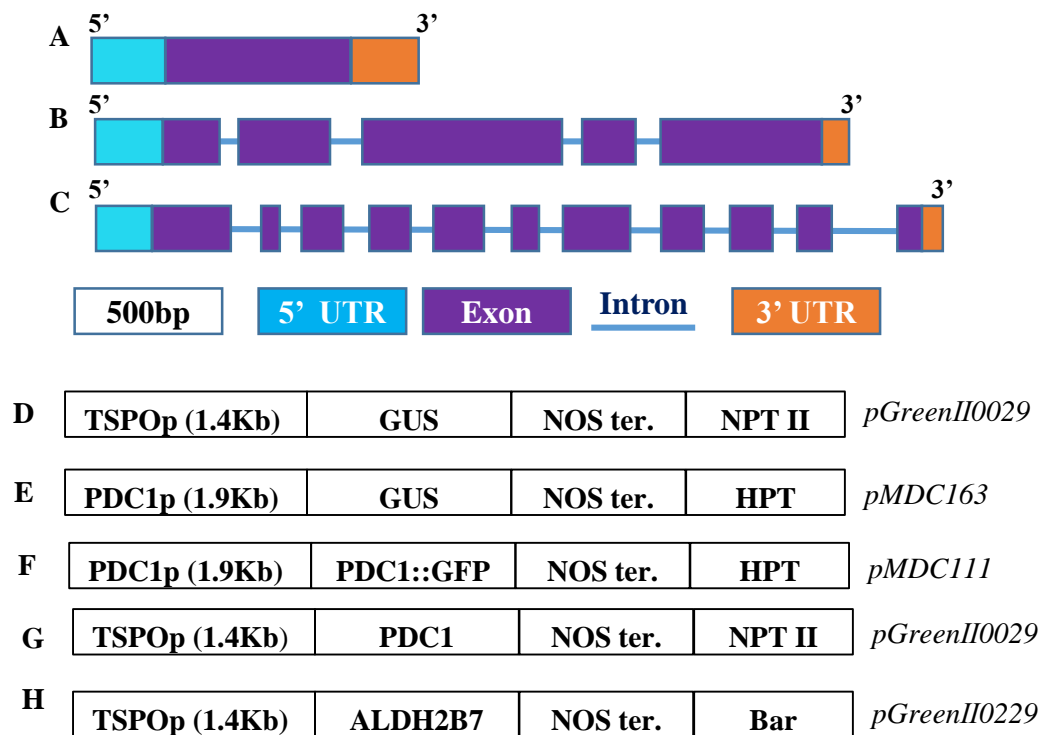

**Figure-S2: Gene structure and vectors used for the cloning of *TSPO*, *PDC1* and *ALDH2B7*.**

Gene structure of (A): *TSPO*, (B): *PDC1* and (C): *ALDH2B7*. Scale bar shows gene size for A-C. (D-H). Vectors used for the transformation of *Arabidopsis*.

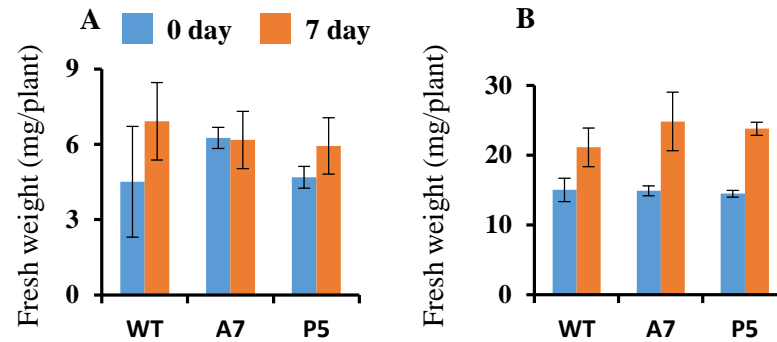

**Figure-S3: Shoot and root fresh weight of WT and transgenic plants grown in ceramics granular soil**

(A): Roots fresh weight of WT and transgenic lines. (B) Shoots fresh weight of WT and transgenic lines. The column bars followed by asterisk are significantly different from respective WT plants at given time point ( $p < 0.05$ ).  $n=5$ .

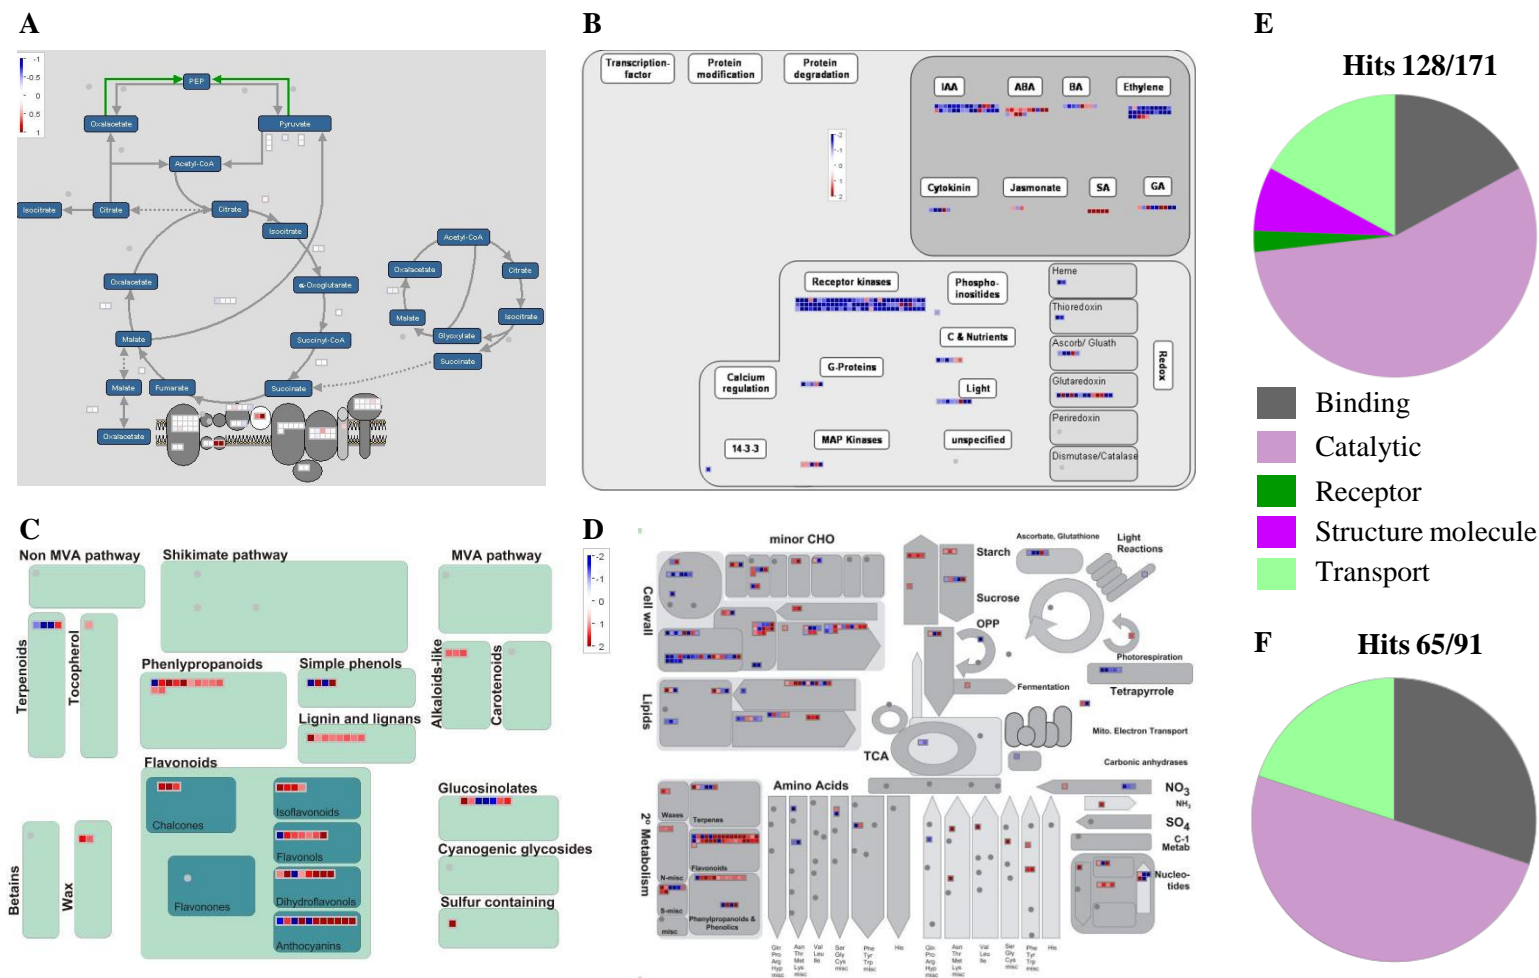

**Figure-S4: Mapman and Go analysis for *pTSPO-PDC1-5* compare to WT plants grown under control conditions**

(A-D) Mapman analysis summarizing the putative metabolic changes in transgenic plants compared to WT plants. A; Glycolysis, (B); Regulation overview, (C); Secondary metabolism, (D); Metabolic overview. Genes up-regulated in *pTSPO:PDC1* are shown as red, while the genes down-regulated are shown as blue.

(E-F); GO enrichment analysis. (E); Genes up-regulated, (F); down-regulated in *pTSPO:PDC1-5*. Go functional analysis for protein were performed using the panther classification system maintained at <http://pantherdb.org/>

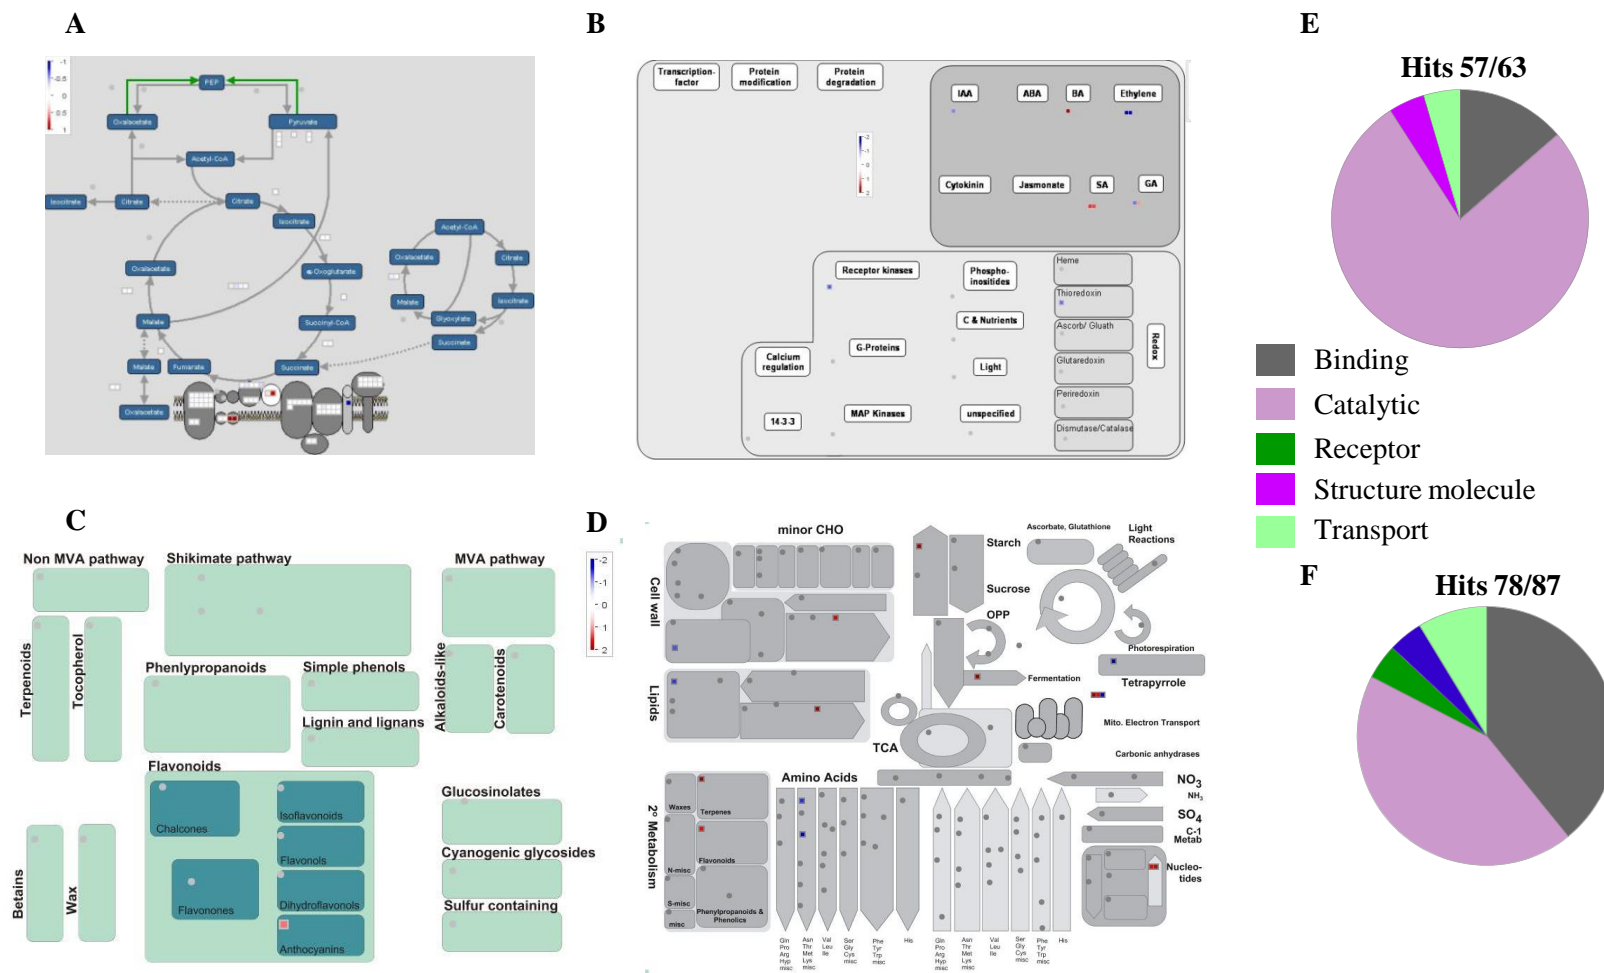

**Figure-S5: Mapman and Go analysis for *pTSP0-PDC1-5* compare to WT plants grown under drought stress conditions**

(A-D): Mapman analysis summarizing the putative metabolic changes in transgenic plants compared to WT plants. A; Glycolysis, (B); Regulation overview, (C); Secondary metabolism, (D); Metabolic overview. Genes up-regulated in *pTSP0:PDC1* are shown as red, while the genes down-regulated are shown as blue.

E-F; GO enrichment analysis. (E); Genes up-regulated, (F); down-regulated in *pTSP0:PDC1-5*. Go functional analysis for protein were performed using the panther classification system maintained at <http://pantherdb.org/>

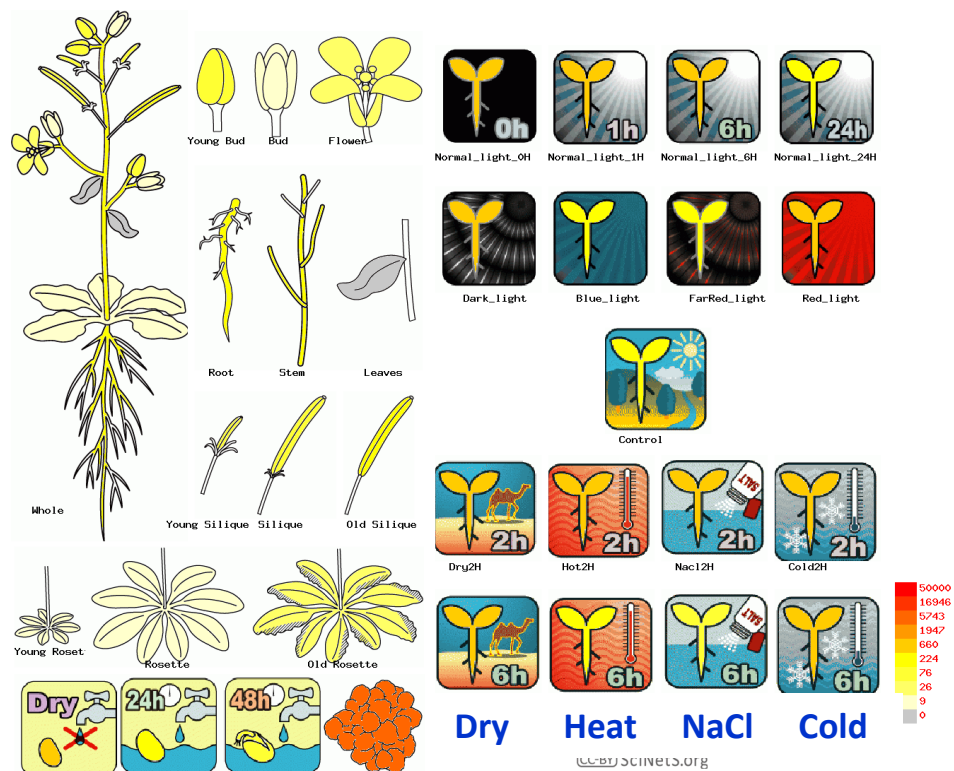

**Figure-S6: Expression profile of *PDC1* in Arabidopsis**

The data was acquired from HanaDB-AT maintained at <http://evolver.psc.riken.jp/seiken/search.html>

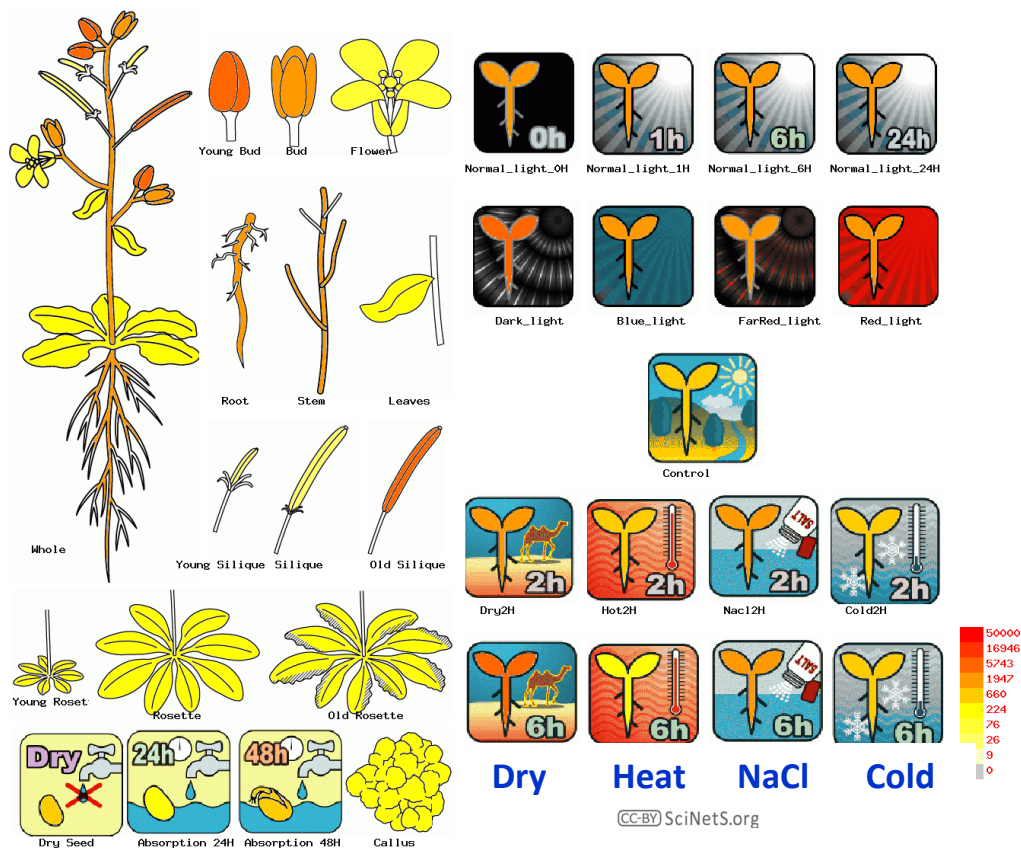

**Figure-S7: Expression profile of *ALDH2B7* in Arabidopsis**

The data was acquired from HanaDB-AT maintained at <http://evolver.psc.riken.jp/seiken/search.html>

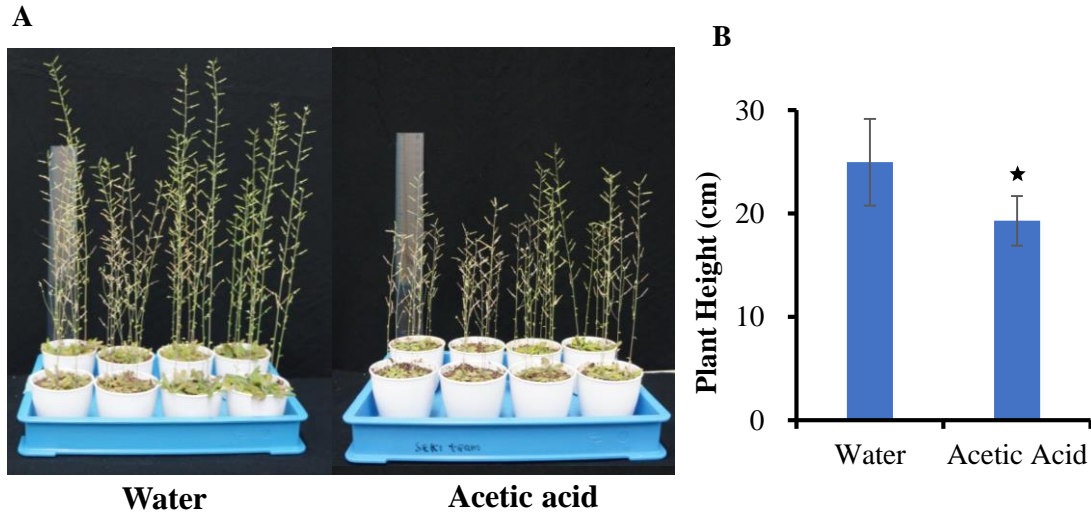

**Figure-S8: Continuous Supply of Acetic acid hinders crop growth**

15 days old plants were treated with water, or 10mM acetic acid for five weeks.

Treatment was repeated once a week.

**A:** 8 week old plants, **B:** plant height (cm).

The column bar followed by asterisk is significantly different from WT plants ( $p < 0.05$ ).  $n = 20$ .

How the deposited data were processed for this re-analysis (not part of the article)

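Gene expression was measured with 12 one-colour Agilent arrays, 3 for each of 4 groups: WT plants and *pTSPO-PDC1* line 5, each well watered or 11 days without water. The sample titles and source names, which name genotype and treatment, gave the groups. A further label of condition contradicts them for 6 samples (well-watered *pTSPO-PDC1* and droughted WT plants), and following it would leave 2 groups where the paper describes 4, so it was not used. The paper gives a light level of 100 µmol m−2 s−1 and the sample labels 60; no value here depends on it.

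The scanner files hold intensities that the authors made, per the file headers, with Feature Extraction: background-subtracted and detrended within each array, with substitute values for spots not above background, and not normalized between arrays. The files also mark each spot as well above background, saturated or uneven. Of the 54778 spots per array, 53459 are not controls. Between 14 and 37 of these were marked uneven per array and left out, and 0 were saturated. Median signals lay between 17.8 and 32.6, and the lowest signal marked well above background between 12.2 and 17.0, so that about the lower part of each array is not told from background. The processed table of the study, as deposited, holds log2 values that the authors quantile-normalized between arrays and from which they subtracted each probe's median. In 6 of its 12 columns, named for well-watered *pTSPO-PDC1* and droughted WT plants, the values match the scanner arrays of the other group, so the scanner files were used throughout, and the table served as an alternative with each column matched to the array whose values it holds.

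Signals below 1 were set to 1, put on a log2 scale, averaged over the spots of a probe and quantile-normalized between arrays. Probes well above background on at least 3 arrays were tested. A gene took the value of its brightest probe. Names came from the reference annotation TAIR10.1, in which 32323 of the 32788 loci on the array were found. Its coordinates were used only to pick the loci next to *TSPO* and *PDC1*. The 4 groups entered 1 fit with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with contrasts for WT drought against WT control, *pTSPO-PDC1* drought against *pTSPO-PDC1* control, *pTSPO-PDC1* against WT under each condition, and the difference between the drought responses of the genotypes. Adjustment was by Benjamini-Hochberg within a comparison, and genes were called at an adjusted p below 0.05 and at least 2-fold. The paper names a one-way analysis of variance with Tukey's test, both adjusted, in GeneSpring; that test was run as an alternative. Lists of genes were tested with camera and fry, and 6 of these tests (TCA cycle, flavonoid and alternative respiration genes, under each condition) were adjusted together. Lists of drought markers, hypoxia, mitochondrial stress and jasmonate genes, the mitochondrial list without the genes of Table 2, the hypoxia list without *ERF71* and the annotated pseudogenes, each in the 4 comparisons, and the TCA cycle, flavonoid and alternative respiration lists in the comparisons of drought with control plants made 34 further tests, adjusted together. Lists of shade and clock genes were added after the calls were seen, and their 10 tests were adjusted together. This adjustment, that of fry over the 34 tests and that of the mitochondrial list over its 2 tests of slide were added after the unadjusted p had been seen. It moved the camera p of the clock genes and the fry p of the mitochondrial list without the genes of Table 2, both in well-watered plants, from below to above 0.05, and changed no stated explanation. Random numbers used a fixed seed of 1. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.

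The steps were tested on simulated data: with 200 genes changed in each comparison, 188, 184, 186 and 185 were recovered (94.0%, 92.0%, 93.0% and 92.5%) and 2 or 3 unchanged genes were called. All simulated changes lay above the 2-fold threshold, and the noise was independent between probes. Recovery of changes close to 2-fold was not tested. Arrays of a group correlated with each other at 0.985 to 0.992, and none were identical. Replicate numbers were not taken to pair the samples across groups. Of 12 correlations between samples of the same number, 6 were above 0.1, with a range of -0.14 to 0.373. Samples of different number were not compared in this way, so a pairing is not excluded. The fit is unpaired, and a fit with replicate number as a block is an alternative only.

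Before the data were examined, 11 alternatives and the leaving out of each of the 12 arrays were set down: scaling to the 75th percentile, the normexp background correction (offset 50), no filter, probes above background on all arrays, the mean of a gene's probes, the methods' test, a fit of the compared groups alone, slide as a block, replicate number as a block, the processed table, and no fold threshold. The methods' test without adjustment of its second step was added after the counts were seen. Leaving out 1 array leaves 2 in its group, whose spread is pooled with the other groups. The genes named in the text are those the paper names in its results, discussion and tables, the 5 largest increases and 5 largest decreases of each comparison among called genes whose arrays do not overlap, the genes of the lists, and up to 2 loci on each side of *TSPO* and *PDC1*; the genes with a different drought response in the 2 genotypes and 3 probes not named after a locus were chosen after their values were seen. Expected overlaps came from random lists and, where comparisons share control arrays, from 30 simulations. Gene ontology and MapMan results, the RT-qPCR, survival and reporter experiments and Table S1 were not analysed here.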

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

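The tests of slide for the shade genes and the list of clock and shade genes were chosen after the genes below were seen among the calls. The values of those lists as a whole had not been seen, but 3 genes of the shade list (*PIL1*, *HFR1* and *CKX5*) were themselves among the calls. The shade list is therefore not independent of the calls. The clock result was first judged undecided and then read as below after its value was seen.

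The drought response differed between genotypes for 7 genes, by the interaction term in limma at an adjusted p below 0.05 and at least 2-fold. All 7 responded less, or fell more, in *pTSPO-PDC1* plants, and 0 responded more; at an unadjusted p below 0.05, 290 and 131 genes did. The difference in log2 fold change (drought response of *pTSPO-PDC1* minus that of WT) was -4.47 for *YUC8* (adjusted p = 0.029), -4.02 for *HB4* (0.0025), -3.52 for *HB-2* (0.0033), -3.31 for AT3G21330 (0.039), -1.499 for AT4G10690 (0.029), -1.03 for *BEH1* (0.029) and -1.003 for *ST2B* (0.039). *YUC9* had a difference of -5.30 (adjusted p = 0.052) and was not called. Of 100 regroupings of the arrays, the real one included, 1 gave as many genes, and the largest number in the others was 2, so that a random division of the arrays is excluded at this number of regroupings. The number rests on single arrays: it was 2 without WT control replicate 1 and 17 without WT drought replicate 2. *HB4* and *HB-2* passed with each array left out, with adjusted p of at most 0.020 and 0.021.

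*HB-2*, *HB4*, *YUC8* and *YUC9* were lower in droughted *pTSPO-PDC1* than in droughted WT plants, by -3.03, -2.99, -3.83 and -4.68 on the log2 scale, and respond to shade in *Arabidopsis*. Slide was tested as a technical source. The WT drought array on the slide of the *pTSPO-PDC1* drought arrays exceeded the highest *pTSPO-PDC1* drought array by at least 2.77 for each of the 4 genes, and with slide as a block all 4 stayed lower (adjusted p from 0.0026 to 0.026), which argues against slide. Another hour of harvest was tested with 10 clock genes, whose median absolute log2 fold change between the droughted genotypes was 0.12, at percentile 71.1 of random lists of that size, and 0 of them were called by limma (0 also adjusted over the list alone); this argues against a large shift in the hour and leaves a small one open. In well-watered plants 9 of these 10 clock genes were lower in *pTSPO-PDC1*, by a median of -0.15 (over the 10 tests of both lists, camera adjusted p = 0.068, fry adjusted p = 0.047). A list of 10 other shade genes was lower in droughted *pTSPO-PDC1* plants by a median of -0.74, with 9 of 10 lower (camera adjusted p = 1.28e-10, fry adjusted p = 0.0010) and *PIL1*, *HFR1* and *CKX5* called. Its median was -0.58 with slide as a block, with 8 of 10 lower, and between -0.82 and -0.60 with each array left out. In the limma fit with slide as a block *PIL1* stayed called (adjusted p = 0.0061), and *HFR1* (0.068) and *CKX5* (0.076) did not. The list was not tested without these 3 genes. Of its uncalled genes, *IAA29* (-2.15), *HAT1* (-0.99), *HAT3* (-0.49), *FHL* (-0.43), *IAA19* (-0.15) and *PKS4* (-0.0063) were lower and *HAT2* (0.017) was higher. In well-watered plants the same list was higher in *pTSPO-PDC1*, by a median of 0.52 with 10 of 10 higher (camera adjusted p = 5.9e-06, fry adjusted p = 0.00745), and the difference between the responses was -1.27 (fry adjusted p = 3.3e-04). These values suggest that shade or light-quality signals differed between the droughted groups. Whether this comes from the transgene, from plant size or from the place of the plants in the light was not tested and stays open, as does a variant in line 5, since 1 line was measured.

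Signals also appeared in probes other than those that stand for a whole locus, which the paper does not report on. Of 7993 such probes tested, 258 of them for an exon or a junction of a named locus, 66 were called higher and 30 lower in well-watered *pTSPO-PDC1* than in WT plants, and 6 higher and 12 lower under drought stress. Among the 30 lower in well-watered plants, 4 lie in the loci AT2G33380 and AT5G52310; the other called probes are not named after a locus. The largest log2 fold changes in well-watered plants were 7.51 for the probe Group1807 (adjusted p = 6.6e-05), 5.02 for OMATPNEWGENE_2P_206-200 (1.8e-07) and 4.03 for CUFF.62537 (0.0017). All 3 were higher under drought stress too, by 6.97, 4.64 and 3.44 (adjusted p = 1.4e-04, 6.6e-07 and 0.0063). The 6 control arrays lie on 1 slide, which rules out slide for the values in well-watered plants. Where the probes lie in the genome was not examined, and no biological explanation was tested.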

How the results depend on the processing

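The methods' test with an unadjusted second step was chosen after the counts were seen, and so was the matching of the processed table's columns to arrays.

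Outside the leaving out of arrays, 94 of 137 counts of genes stayed within 1.5 times the reported count, 117 of 130 single-gene values and 41 of 48 list values kept their direction and their side of the threshold, and so did 6 of 7 values for genes that lie near each other. *PDC1* kept both in both conditions under all 9 alternatives that tested it (2.08 to 4.20 under control conditions, 2.63 to 5.69 under drought stress), and AT5G09570 under control conditions under all 10. Averaging a gene's probes and using the processed table changed each count of up- or down-regulated genes by at most 1, and no direction or call of a named gene or list. The genes called in all of 22 settings that keep the 2-fold threshold were 226 up and 304 down in WT plants under drought stress, 304 and 373 in *pTSPO-PDC1* plants, 7 and 4 between the well-watered and 2 and 3 between the droughted genotypes. Unless a reason is given, the cause of a change was not tested.

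With the normexp background correction, 304 genes rose and 457 fell under drought stress in WT plants and 505 and 799 in *pTSPO-PDC1* plants, with 283 and 429 shared. Between well-watered genotypes 20 rose and 11 fell, 0 of the former rose in droughted WT plants, and 14 genes differed in their drought response. The slope of the *pTSPO-PDC1* on the WT drought response was 1.28, and *NDB4* was at 0.23 (control) and 0.37 (drought), not called. The offset of 50 shrinks fold changes of dim probes by construction. With 75th percentile scaling *ADH1* under drought stress reversed to -0.0025 and *NDB3* under control conditions was called (2.04); 74.2% of the called genes between well-watered genotypes were up-regulated, against 63.8% as reported.

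Without a filter on dim probes, more probes are tested: 11 genes were lower in droughted *pTSPO-PDC1* than WT plants, 16 were shared between well-watered *pTSPO-PDC1* and droughted WT plants, and the alternative respiration list under control conditions had a median of 0.069 and did not pass. With probes above background on all arrays, fewer genes are tested: 470 rose in droughted WT plants, 27 in well-watered and 8 in droughted *pTSPO-PDC1* plants over WT, the overlaps were 13 (with the WT drought list) and 8 (between the conditions), and 13 genes differed in their drought response. The flavonoid list under drought stress (0.20) and the alternative respiration list under drought stress (0.076) no longer passed, and the latter reversed under control conditions (-0.034).

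The methods' test called 16 genes up and 7 down between well-watered and 7 up and 5 down between droughted genotypes, with overlaps of 5 and 7; *ERF71* under drought stress (3.75) and *NDB4* (1.86 and 2.67) were not called. Without adjustment of its second step it called 120 and 54, 28 and 51, with an overlap of 67, and *NDB3* under control conditions (1.97). A fit of the compared groups alone, with fewer arrays to estimate the spread, called 13 up and 7 down between well-watered genotypes and 3 down between droughted ones, and neither *ERF71* under control conditions (3.85) nor AT5G09570 under drought stress (2.87).

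With slide as a block, 767 genes fell under drought stress in *pTSPO-PDC1* plants, 469 of them in WT plants too. *ERF71* (3.35) and *NDB4* (2.61) under drought stress were not called, *NDB3* under control conditions was (1.97), the TCA cycle list under drought stress reversed to -0.028, and the flavonoid (0.30) and alternative respiration (0.039) lists under drought stress did not pass. The 2 genes near another had a permutation p = 0.038 (over random gene sets). With replicate number as a block, 17 genes were lower in well-watered and 11 in droughted *pTSPO-PDC1* plants, 18 were shared with the WT drought list, 2 differed in their drought response and *NDB4* under control conditions (1.86) was not called. Without a fold threshold, 4369 genes rose and 3380 fell in WT and 5747 and 4131 in *pTSPO-PDC1* plants under drought stress, 3518 and 2752 shared; between genotypes 109 rose and 132 fell under control conditions and 30 fell under drought stress, with 58 shared with the WT drought list.

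With each array left out in turn, 125 of 156 counts, 154 of 162 single-gene values and 58 of 72 list values changed by no more than these limits. Between well-watered genotypes 25 to 88 genes rose and 13 to 49 fell, and 9 to 21 fell between droughted ones. The overlap with the WT drought list was 10 to 48, and 2 to 17 genes differed in their drought response. *ADH1* under drought stress ranged from -0.073 to 0.18, *NDB3* under control conditions from 1.66 to 2.42, *NDB4* under control conditions from 1.65 to 2.17, the TCA cycle list under drought stress from -0.0018 to 0.070, the flavonoid list from -0.28 to -0.11 (control) and -0.017 to 0.47 (drought), the alternative respiration list from -0.023 to 0.38 (control) and 0.022 to 0.17 (drought), and the slope from 1.11 to 1.23. The 2 genes near another were 2 throughout where their test changed, without WT control replicate 1.

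Signal over background limits what can be told, since some called genes have 1 group with no array well above background. They number 213 and 135 (WT drought stress, up and down), 254 and 155 (*pTSPO-PDC1* drought stress), 22 and 12 (genotypes, control) and 4 and 1 (genotypes, drought stress). Where the higher group was above background on all its arrays, the fold of such a gene is a lower bound. Otherwise no fold is given.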

Differences from the paper's values

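One alternative, the methods' test with an unadjusted second step, and a search over 40 calling rules were chosen after the counts were seen.

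In well-watered *pTSPO-PDC1* plants, 51 genes were up-regulated compared to WT plants; the paper's number is 171. The difference stayed under each of the 11 alternatives set before the data were examined (13 to 109 genes) and with each array left out (25 to 88). The methods' test with an unadjusted second step, chosen after seeing the values, gave 120, which is within 1.5 times the paper's number. Of these genes, 29 were up-regulated by drought stress in WT plants, against 78 in the paper; of the alternatives set before the data were examined, dropping the fold threshold (58) comes within 1.5 times, and the others do not (0 to 48, leaving out single arrays included). The alternative chosen after seeing the values gave 67.

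The down-regulated genes in well-watered *pTSPO-PDC1* plants numbered 29, against about 91 in Fig. 8, read by eye. Without the fold threshold there were 132, within 1.5 times the paper's number; the other alternatives set before the data were examined gave 7 to 30, and 13 to 49 with single arrays left out. The alternative chosen after seeing the values gave 54.

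Under drought stress, 13 genes were up-regulated in *pTSPO-PDC1* compared to WT plants, against 63 in the paper. All alternatives set before the data were examined differ from it (7 to 18). The down-regulated genes numbered 17, against about 87 in Fig. 8, read by eye, and the alternatives set before the data were examined gave 3 to 30. The alternative chosen after seeing the values gave 28 and 51.

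The search over 40 rules crossed 8 tests with 5 sets of probes. In 4 rules all 8 counts of up- and down-regulated genes came within 1.5 times the paper's, and in 0 rules were all equal to them. These 4 used the probes of loci without a filter on dim probes, with either an unadjusted analysis of variance and unadjusted Tukey's test (753 up and 801 down in WT plants under drought stress, 179 and 97 in well-watered and 46 and 64 in droughted *pTSPO-PDC1* compared to WT plants) or an adjusted analysis of variance and an unadjusted pairwise test (764 and 849 in WT plants, 216 up in well-watered and 58 up and 78 down in droughted *pTSPO-PDC1* compared to WT plants). Over the 5 sets of probes, the count of 171 was reached within 1.5 times by an adjusted analysis of variance with unadjusted Tukey's test in 4, by both unadjusted in 3, by an unadjusted test of the 2 groups alone in 3 and by an adjusted analysis of variance with an unadjusted pairwise test in 2. The count of 63 was reached by the same kinds of rule in 2, 4, 4 and 5, and by an adjusted analysis of variance alone in 5. The down-regulated counts from Fig. 8 were reached for well-watered plants in 3, 3, 0 and 2 and for droughted plants in 5, 4, 3 and 3, and by an adjusted analysis of variance alone in 2 and 2. The 3 kinds of rule that adjust the comparison of the 2 groups reached none of these counts.

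Of the 63 genes that Table 2 gives as significantly up-regulated under drought stress, all 63 had at least 2-fold higher normalized signals and 13 were called; in 23 no droughted WT array was well above background, and in 30 all arrays of both droughted groups were, so that 2-fold is not established for each. Over 24 settings, 28 of them were called in at least 1, and 17 over the analysis as reported and the alternatives set before the data were examined other than leaving out arrays; the alternative chosen after seeing the values called 26. Of the 16 genes in bold for well-watered plants, *NDB3* was the 1 not called; it was called with 75th percentile scaling, with slide as a block, without WT control replicate 1, without WT drought replicate 3 and under the alternative chosen after seeing the values. *NDB3* and *NDB4* are stated to be up-regulated in *pTSPO-PDC1* plants; here *NDB3* had an adjusted p of 0.067 under control and 0.43 under drought conditions, and *NDB4* was called in both but was above background in droughted *pTSPO-PDC1* plants alone.

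Fig. 9 shows *ADH1* and *ALDH2B7* transcripts, measured by RT-qPCR, higher in droughted than in well-watered WT plants. On the arrays they were 1.08-fold and 1.01-fold their control levels in WT plants (adjusted p = 0.61 and 0.86).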

Other observations

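Chosen after their result was seen were the tests of the exchanged columns, of *PDC1* against *TSPO*, of slide and of a single WT drought array for the drought counts, of 2-fold changes without a p, of the slopes of WT drought arrays left out, of the control array left out of the calls, of the mitochondrial list without Table 2 genes and of the pseudogenes; some readings were also revised after the value was seen, as said at each.

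In the processed table of the study, 6 of 12 columns match the scanner array of their own name. The 3 columns named for well-watered *pTSPO-PDC1* plants hold the values of the 3 droughted WT arrays and the reverse, 6 columns in all, with a correlation of at least 0.999993 to the matching array and at most 0.49 to the next. An exchange of the scanner files instead is argued against by *PDC1*, which in the lowest scanner file named for well-watered *pTSPO-PDC1* plants lies 3.22 on the log2 scale above the highest of all WT files. The values are consistent with columns exchanged in the table. Read by their names, its columns would give 782 genes up and 836 down between well-watered genotypes and 51 and 29 in WT plants under drought stress.

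*PDC1* was raised in well-watered *pTSPO-PDC1* plants while *TSPO* was not above background there. Saturation is excluded, with 0 saturated *PDC1* values, and binding of other transcripts by the probe is argued against by 1 of 6 WT arrays being above background. In 9 of 9 pairings of *pTSPO-PDC1* arrays *PDC1* rose less under drought stress (0.50 to 0.94 on the log2 scale) than *TSPO* at least did (2.24 to 3.45). This suggests that the transgene does not follow the drought response of *TSPO* in shoots of this line; the site of insertion and the part of the promoter used were not tested.

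*ALG3*, the locus before *TSPO*, was higher in *pTSPO-PDC1* plants. Of the 3 other tested loci within 2 of *TSPO*, 0 were called in either condition by limma (adjusted p from 0.15 to 0.99), which argues against a change of the whole region. A candidate explanation is that the promoter fragment of the transgene carries part of *ALG3*. *ALG3* then would follow *PDC1*, but under drought stress in *pTSPO-PDC1* plants it changed by -0.73 (adjusted p = 2.2e-04) while *PDC1* rose by 0.69 (adjusted p = 0.11). These transcripts would not need the same promoter, and the sequence of the fragment was not examined, so the explanation stays open.

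More genes were called under drought stress in *pTSPO-PDC1* (2323) than in WT plants (1617). All *pTSPO-PDC1* drought arrays lie on another slide than their controls. With slide as a block the numbers were 1536 and 1463, a ratio of 1.05, but the block also raised the median standard error of the *pTSPO-PDC1* comparison from 0.114 to 0.195, so that slide and response cannot be told apart by these counts. A larger spread among the WT drought arrays was tested first by the median SD, which was 1.39 times that of the *pTSPO-PDC1* drought arrays, as that explanation needs. A larger spread would add to the number of WT genes that pass 2-fold without a p, so that this number would be no smaller in WT plants. It was 2618 in *pTSPO-PDC1* and 1939 in WT plants (ratio 1.35, and 1.23 to 1.45 with each array left out, lowest without WT drought replicate 1), which argues against spread as the whole cause. A weaker response of 1 WT drought array (slope 0.592, against 0.772 and 0.715) is not enough: without it the ratio of the counts was 1.34. A larger drought response in *pTSPO-PDC1* plants was tested on genes called without 1 WT drought array, against the response of the other 2. The lowest slope of a *pTSPO-PDC1* array was 1.30, 0.999 and 1.11 times that of the WT array left out (replicates 1, 2 and 3, the last on the slide of the *pTSPO-PDC1* arrays). Over the genes called in WT plants the slope of the *pTSPO-PDC1* on the WT response was 1.12 without and 1.12 with slide as a block, and over genes called in either 1.19 in both; in the blocked fit both responses draw on the WT drought arrays of the first slide, so an unmoved slope does not exclude slide. A larger response therefore stays open, as do slide and drier soil under these plants; soil water was not part of these data. Drought markers rose in both genotypes, by a median of 0.87 in WT (8 of 8 higher, camera adjusted p = 0.0074) and 1.23 in *pTSPO-PDC1* plants (7 of 8 higher, 0.021), and did not differ between genotypes (-0.18 and -0.07, camera adjusted p = 0.50 and 0.83).

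The genes higher in well-watered *pTSPO-PDC1* plants were often higher in droughted WT plants. Shared control arrays could give this. Across all genes the 2 comparisons correlated at -0.0437 with shared controls and at -0.204 to -0.0987 in 6 divisions that used different control arrays. The 51 genes with the largest fold in well-watered *pTSPO-PDC1* plants in these divisions had medians of -1.52 to 0.01 in droughted WT plants, with 14 to 26 higher, as shared controls would need; but with shared controls the 51 largest had a median of -0.43 with 20 higher, so neither measure held the pattern to begin with. This test, first read as favouring shared controls, decides nothing. In the test chosen after it, each control array was left out of the calls and then used for the comparison with droughted WT plants. Of 34, 38 and 44 genes called, 20, 29 and 32 were higher in droughted WT plants, by medians of 0.40, 0.64 and 0.69, and 10, 11 and 15 by at least 2-fold, against 5.69%, 4.87% and 4.09% of all genes. The lowest median, 0.40, rests on 1 array, so that shared controls stay open for part of the overlap.

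Mitochondrial stress genes (12 genes, 4 of them in Table 2) were higher in *pTSPO-PDC1* plants, by a median of 0.79 under control conditions (9 of 12 higher, camera adjusted p = 1.0e-07, fry adjusted p = 3.4e-04) and 0.37 under drought stress (9 of 12 higher, camera adjusted p = 7.3e-05, fry adjusted p = 9.3e-04). Slide is argued against by the 6 control arrays, on 1 slide (camera adjusted p = 4.36e-07), and by slide as a block under drought stress (camera adjusted p = 4.05e-05, median 0.15). Without the genes of Table 2 the list was still higher in well-watered plants (median 0.50, 5 of 8 higher, camera adjusted p = 0.0212, fry adjusted p = 0.073) and not in droughted ones (0.05, camera adjusted p = 0.849, fry adjusted p = 0.85; first judged undecided). Under drought stress the rise is thus in line with genes that the study picked from these arrays, while in well-watered plants a mitochondrial stress response is a hypothesis that stays open.

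*ERF71* belongs to a list of hypoxia genes, which had medians of 0.29 and 0.35 (camera adjusted p = 0.21 for both). Without *ERF71* the 8 others tested had medians of 0.15 under control conditions (camera adjusted p = 0.635, fry adjusted p = 0.74) and 0.30 under drought stress (camera adjusted p = 0.71). A low-oxygen response could raise *ERF71*, but a list this short, with 5 of 8 genes higher, does not decide it.

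Of the 18 genes called in both genotype comparisons, 2 (AT5G54420 and AT5G54450) lie within 10 loci of another, against 0.211 in random sets (permutation test over 10000 random sets, p = 0.1). Their probes share a stretch of 21 of 60 bases, so that 1 transcript could be read by both, and neighbouring genes changing together is neither shown nor excluded by the share of 0.1 of random sets.

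*SADHU3-1*, *SADHU3-2* and *QQS* were higher in *pTSPO-PDC1* plants. Wide loss of silencing was tested with the 869 tested pseudogenes. In well-watered plants their median log2 fold change was 0.10, at percentile 100 of 1000 expression-matched random lists (median -0.0100; camera adjusted p = 0.0012, fry adjusted p = 0.036), 0.07 to 0.14 with each array left out, and 9 of the 51 up-regulated genes were pseudogenes. In droughted plants the median was 0.02, at percentile 9.8, which argues against a class-wide shift there. A small shift of the class in well-watered plants is consistent with the explanation, and cross-hybridization of pseudogene probes, not tested, stays open.

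For the 4 comparisons of 3 arrays with 3, the real grouping gave more genes than the other splits (1 of 10 splits as large in each), and since a share below 0.1 cannot be reached, chance is not excluded by the splits alone.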
